# Loss of retinoic acid receptor-related receptor alpha (Rorα) promotes the progression of UV-induced cSCC

**DOI:** 10.1038/s41419-021-03525-x

**Published:** 2021-03-04

**Authors:** Guolong Zhang, Guorong Yan, Zhiliang Fu, Yuhao wu, Fei Wu, Zhe Zheng, Shan Fang, Ying Gao, Xunxia Bao, Yeqiang Liu, Xiuli Wang, Sibo Zhu

**Keywords:** Squamous cell carcinoma, Oncogenesis

## Abstract

Cutaneous squamous cell carcinoma (cSCC) is prevalent in the world, accounting for a huge part of non-melanoma skin cancer. Most cSCCs are associated with a distinct pre-cancerous lesion, the actinic keratosis (AK). However, the progression trajectory from normal skin to AK and cSCC has not been fully demonstrated yet. To identify genes involved in this progression trajectory and possible therapeutic targets for cSCC, here we constructed a UV-induced cSCC mouse model covering the progression from normal skin to AK to cSCC, which mimicked the solar UV radiation perfectly using the solar-like ratio of UVA and UVB, firstly. Then, transcriptome analysis and a series of bioinformatics analyses and cell experiments proved that Rorα is a key transcript factor during cSCC progression. Rorα could downregulate the expressions of S100a9 and Sprr2f in cSCC cells, which can inhibit the proliferation and migration in cSCC cells, but not the normal keratinocyte. Finally, further animal experiments confirmed the inhibitory effect of cSCC growth by Rorα in vivo. Our findings showed that Rorα would serve as a potential novel target for cSCC, which will facilitate the treatment of cSCC in the future.

## Introduction

Cutaneous squamous cell carcinoma (cSCC) is the second most common non-melanoma skin cancer with 1.8 million incidences in a global context in 2017^1^. The progressions of cSCC from normal skin (NS) are determined by genetic susceptibility and environment risk factors including ultraviolet radiation, carcinogenic chemicals, and immunosuppressive drugs^2^. Although cSCC is characterized by a relatively low risk of metastasis and with long-term survival after treatment, there were still over 2.1% of cSCC patients that developed into lymphatic metastases and 1.5% deceased in 2012 in the US white population^3^. Furthermore, the ageing and growing population have led to an increasing incidence of cSCC, especially for the aged. Extensive researches have been carried out to uncover the pathogenesis behind cSCC from various omics aspects including genomics^4^, transcriptomics^5^, proteomics^6^, and epigenetics^7^.

Fourteen susceptive loci and 13 candidate genes including DEF8, IRF4, MC1R, etc. associated with high cSCC risk were identified by genome-wide association studies in different populations^8–10^. Except for the susceptive genes, high aberrated genes were also investigated in cSCC patients by whole-exome sequencing technology. In specific, NOTCH1/2, TP53, CDKN2A, HRAS, etc. held a very high mutated rate^11–14^. What is more, the expression profile of cSCC has been quantified by either gene expression chips or RNA-sequencing (RNA-seq) technology, and a large number of differentially expressed genes (DEGs) were detected^5,15^. As more and more focuses were received on the process of post-transcription and histone modification, the dissection of pathogenesis behind cSCC are spreading from genetics to epigenetics field^16,17^. However, although many significant features were identified enriched or suppressed in cSCC, the key factors underlying the progression of NS to cSCC remains to be elucidated.

Actinic keratoses (AK), histologically characterized by epidermal thickening and spinous layer atypia, is considered to be a precancerous lesion of cSCC^18^. The hazard of progression of AK to cSCC was estimated to be 0.6% within one year, then increased to 2.57% within 4 years^19^. Although, the estimated progression rate was low, ~65% cSCCs were diagnosed clinically as AKs, previously^19^. Thus, it is of great importance to uncover the mechanism involved in the progression progress from NS to AK, then to cSCC. On the contrary, it is more difficult to identify the driver gene than other malignancies, as cSCC is the most highly mutated malignancy with a complex genetic background^20^. Therefore, a functional-based biomarker is more essential to identify the mechanism. Lambert et al.^21^ found that the mitogen-activated protein kinase pathway may be important for the transition of AK to cSCC by comparing the transcriptome profiling of 10 AKs and 30 cSCCs. Similarly, Chitsazzadeh et al.^22^ detected a series of transcription factors (TFs) such as ETS2, SP1, FREAC2, and AP1 which should be responsible for the gene expression changes observed during the stage of AK and cSCC development by a cross-species identification strategy. However, the identified TFs either lacked necessary validation in terms of pathway or function nor explain the whole process from NS to cSCC via AK stage.

In the present study, we aim to identify transcriptomic markers playing critical roles in the progression of cSCC from NS and validate the AK as a transitional state. We firstly established a UVR-induced cSCC model using SKH-1 hairless mouse. Then, the transcriptome profiles among NS, AK, and cSCC tissues were investigated. We further constructed a pseudo-time trajectory to validate the NS-AK-cSCC path route, through which we found that loss of retinoic acid receptor-related receptor alpha (Rorα) was involved in the process. Further wet-lab assays and animal experiments were carried out to understand the function of Rorα and possible down-stream targets. This study unraveled the pathogenesis progression of UVR-induced cSCC, explained Rorα based function in the process, and enlighten a promising therapy of cSCC.

## Materials and methods

### UVR-induced cSCC mouse model construction and tissue collection

Eight 7-month-old female hairless SKH-1 mice purchased from Shanghai Laboratory Animal Center (Shanghai, China) were randomly and equally divided into two groups: ultraviolet free (UVF) and ultraviolet radiation (UVR) group. The UVR group was used to model UVR-induced cSCC under controlled conditions. In detail, mice in the UVR group were irradiated with ultraviolet rays from the SUV1000 daylight ultraviolet simulator (SIGMA, Shanghai, China) with built-in UVA and UVB filters. Preliminary experiments found that the initial minimal erythema dose (MED) was 160 mJ/cm^2^ for UVB and 2520 mJ/cm^2^ for UVA^23–25^. The UV irradiation was given four times every week for 28 weeks. As the mice in the UVR group have an increased tolerance to ultraviolet radiation as the experiment progresses by, the light dose needs to be enhanced till 1.625 MED for the end of 20 weeks. At the end of the experiment, the cumulative dose for UVA and UVB were 242.91 and 26.99 J/cm^2^, respectively. The tumor numbers and diameters in the UVR group were recorded weekly. After 28 weeks, all mice were euthanized by carbon dioxide inhalation.

All skin tissues were isolated from the back of mice (Fig. 1a). In specific, one piece of NS tissue was isolated from each mouse in the UVF group (NS-1, NS-2, NS-3, NS-4). In the UVR group, one piece of NS and three skin lesion tissues, including actinic keratosis grade 1 (AK-1), AK grade 2 (AK-2), and cSCC were collected. These tissues were validated by a pathologist with hematoxylin-eosin (HE) staining and defined as NS, AK-1, AK-2, and cSCC. For HE staining, part of each tissue was immediately fixed with 4% formaldehyde solution. For transcriptomic analyses, the rest part was collected in TRIZOL (Sigma, USA) solution for RNA extraction.

**Fig. 1:**
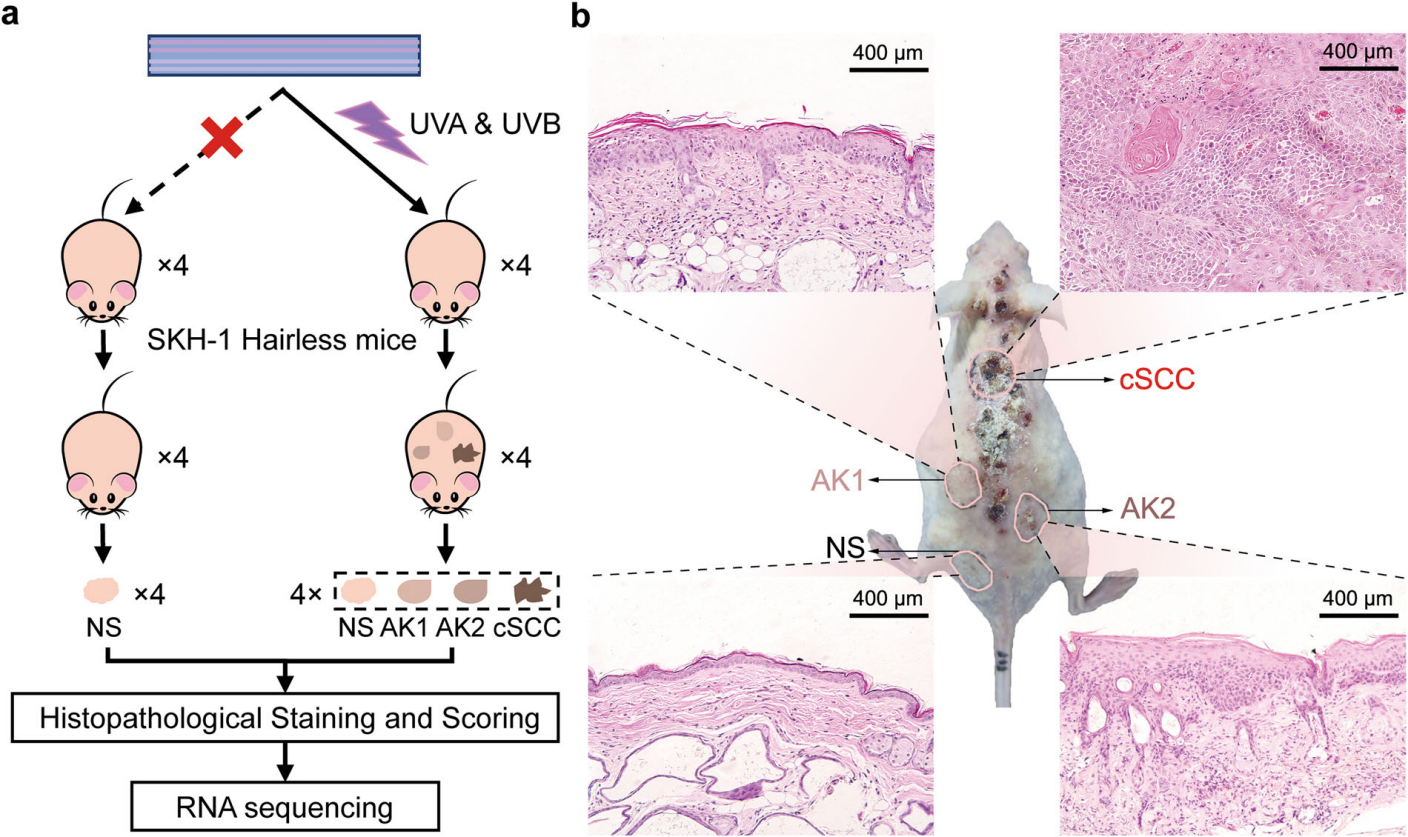
Establishment of UV-induced cSCC mouse model. **a** Diagram of experiment design of UV-radiated cSCC mouse. **b** Histology of representative sample of NS, AK-1/2 and cSCC from one UV- SKH-1 mouse. NS normal skin, AK actinic keratoses (AK1 and AK2 were grade 1 and grade 2 of AK), cSCC cutaneous squamous cell carcinoma.

### Patient sample collection

Primary cSCCs and patient-matched normal adjacent samples for immunohistochemistry (IHC) staining were obtained from consecutive cSCC patients, all of whom were immunotherapy-naive. All diagnoses of cSCC were verified histologically by a board-certified dermatopathologist. The study was approved by the Institutional Review Board of Shanghai Skin Disease Hospital.

### mRNA library preparation for sequencing

Total RNA was extracted using TRIZOL reagent as per manufacturer’s instruction. cDNA libraries were prepared by Nextera sample preparation kit (Illumina, USA). Index labeled libraries sized at 300–450 bp length were recovered by using Ampure XP Beads (Beckman Coulter, USA). All libraries were quantified using 2100 Bioanalyzer and pooled as 1:1 at 2 nM for 150 paired-end modes and were further sequenced by NextSeq 500 (Illumina, USA).

### RNA-seq analysis

The quality of raw reads was evaluated by using FastQC (v0.11.5)^26^. Then, low-quality reads were filtered by Trimmomatic (v0.36)^27^. Reads with an average Phred quality score <20 were discarded after trimming. All the remaining qualified reads were aligned to the mouse reference genome (GRCm38) using HISAT2^28^. Then, StringTie was employed for gene expression quantification to build an expression matrix^29^.

Data pre-processing, *Pearson* correlation, and hierarchical clustering analysis calculated by ward method were performed with *base* and *stat* R-packages based on R software (v3.6.2). R-Packages including *limma*, *edgeR*, and *ggplot2*, *ComplexHeatmap* were used for data normalization and visualization. The identification of DEGs was performed by calculating fold changes (FC) and average expression differences using the normalized value of each gene, and statistical significance was tested by Student’s t-test. Then, DEGs were determined by the threshold of fold change >1.5 or <0.67, and *p* value < 0.05.

### Gene set variation analysis

In order to further identify pathways enriched in different groups, gene set variation analysis (GSVA) using gene set file of biological processes from the Molecular Signatures Database (c5.bp.v7.1.symbols.gmt, MSigDB v7.1 from http://bioinf.wehi.edu.au/software/MSigDB/) was performed as implemented in the *GSVA*^30^ R-package (v1.34.0, default parameters), in which the gene-by-sample matrix is converted into a pathway-by-sample matrix. Then, the differentially expressed pathway was identified by *limma* R-package with the same threshold in DEGs identification.

### Immune microenvironment analyses

In order to investigate the immune microenvironment (IME) change during cSCC progression, we next inferred the compositions of immune and stroma cells using enrichment score-based algorithm xCell from RNA-seq data^31^. Briefly, enrichment scores of 36 immune cells were obtained from the gene expression matrix of all 20 samples using *immunedeconv* R-package. Then, the T cell subset, monocyte, and neutrophil were generated by summation of the scores in each sample^32^. Heatmap was generated based on pathological stages. To further understand the relationship between the pathological stage and the IME change, we employed univariate regression analysis between TPS (tumor progression stage) and cell subsets fraction.

### Pseudo-time trajectory construction

To investigate the progression trajectory of cSCC, we used minimal spanning tree algorithm-based *Monocle* (v2) R-package to perform a pseudo-time analysis. We assumed that the trajectory had a tree structure, with a root state of related NS, and a leave state of tumor cells. Samples were colored as their pathological classifications.

### Transcription factor co-regulatory network

Gene co-expression networks were firstly built according to the normalized gene expression values. The *Pearson* correlation coefficients of genes were obtained as the gene-to-gene co-expression adjacency matrix. We further applied transcription factors as core genes (AnimalTFDB, v3.0)^33^ and removed nodes with absolute correlation coefficient <0.5, false discovery rate >0.05 or number of edges <5, to draw a transcription factor co-regulatory network CytoScape (v3.7.3).

### External validation of Rorα expression and survival analysis

Rorα expression was investigated by immunochemistry staining and single-cell datasets. The pathology-stained micrographs of Rorα from normal and cSCC tissues were downloaded from the Human Protein Atlas (HPA) database. The optical density (OD) of Rorα between NS tissue and cSCC pathological was compared by ‘Image J’ software. Furthermore, large-scale single-cell RNA-sequencing (scRNA-seq) data from human cSCCs and matched NS with 48,164 cells (GSE144240) was obtained from Gene Expression Omnibus (GEO) database, which enabled us to analyze the Rorα expression at single-keratinocyte level. As cSCC database with clinic information was unavailable and head and neck squamous cell carcinoma (HNSCC) is often used as an alternative of cSCC in most studies^22,34^. Thus, we used HNSCC to explore the association between Rorα and survival. TCGA based survival data were downloaded from OncoLnc (http://www.oncolnc.org/). The analysis was performed with *survival* and *survminer* R-packages.

### IHC staining of cSCC patients

cSCCs and patient-matched normal adjacent samples were fixed in 10% neutral buffered formalin, dehydrated with gradient ethanol, hyalinized in xylene, embedded in paraffin, and made into sections. Sections (5 µm) of paraffin-embedded tissue were deparaffinized, dehydrated with gradient ethanol, and rinsed with tap water before antigen repair and serum blocking. Next, the primary anti- Rorα antibody (Abcam: ab60134, 0.5–10 μg/ml) was added for overnight reaction at 4 °C, followed by the addition of secondary antibody for 1 h of incubation. 3, 3′-Diaminobenzidine tetrahydrochloride solution was used for 15 min of coloration, followed by counterstaining with hematoxylin, dehydration with gradient ethanol, hyalinization with xylene, mounting with neutral resin, and observation under a microscope.

### Interference, activation assay, and qRT-PCR of RORA, S100a9, and Sprr2f

Human-derived cell line A431, HaCaT, and mouse cell line PECA from the National Infrastructure of Cell Line Resource were seeded in cell culture dishes and cultured for 3 days till confluency at 90%. Since Rorα expressed lowly in cancer cells (data not shown), we employed Rorα agonist only to understand its function. Rorα agonist SR1078 (Selleck, USA) and small interfering RNA (siRNA)-Hilymax complex (S100a9 and Sprr2f) were added to the cells, incubated at 37 °C for 48 h.

After reverse transcription of RNAs from cells, a quantitative real-time PCR (qRT-PCR) reaction system was setup. SYBR green dye (Takara) was applied in the PCR reaction. The Ct values of the target genes S100a9, Sprr2f, and the housekeeping gene GAPDH were obtained, and the 2^−ΔΔ^Ct algorithm was used for quantitative analysis. Primer and siRNA information were presented in Table 1.

**Table 1:** Primer and siRNA information. Design of qRT-PCR primers and siRNAs.

Primer	Sequence (5′-3′)
Homo-S100a9-F	AACATAGAGACCATCATCAACACC
Homo-S100a9-R	GGTCCTCCATGATGTGTTCTATG
Mouse-S100a9-F	TCAATACTCTAGGAAGGAAGGACA
Mouse-S100a9-R	AGCTGATTGTCCTGGTTTGT
Homo-Sprr2f-F	CCTGCCCACCATCAAAGT
Homo-Sprr2f-R	CTTGCTCTTGGGTGGACA
Mouse-Sprr2f-F	TGAGCCTTGTCCTCCTCCA
Mouse-Sprr2f-R	TCTTGGGTGGGCACTTCTG
Homo-GAPDH-F	GAGTCCACTGGCGTCTTCAC
Homo-GAPDH-R	ATCTTGAGGCTGTTGTCATACTTCT
Mouse-GAPDH-F	TGACCTCAACTACATGGTCTACA
Mouse-GAPDH-R	CTTCCCATTCTCGGCCTTG
Sprr2f-215-siRNA sense	GCAGAAAUGUCCUCCUGUGTT
Sprr2f-215-siRNA antisense	CACAGGAGGACAUUUCUGCTT
S100a9-267-siRNA sense	GCUUCGAGGAGUUCAUCAUTT
S100a9-267-siRNA antisense	AUGAUGAACUCCUCGAAGCTT

*F* forward, *R* reverse, *si* small interfering.

### CCK-8 assay, wound-healing assay, transwell assay, and apoptosis assay

For Cell Counting Kit-8 (CCK-8) (Dojindo, Japan) assay, after cells were activated or interfered for 24 and 48 h, 10 μl CCK-8 was added to each well. OD value of each well was measured at 450 nm using a microplate reader.

For the wound-healing assay, after the cells reached 90% confluency, a pipette tip was used to scratch a line on the cell layer. The picture of each wound was recorded by microscope after 0 and 24 h. Image J software was used to calculate the mean value of the distance of each wound.

For transwell assay, cells were seed at upper microholed wells with Matrigel plated containing serum-free RPMI 1640 medium. The wells were placed into the lower well containing 500 µl of complete medium (RPMI 1640 and 10% fetal bovine serum). After incubation at 37 °C for 48 h, cells were gently removed in the upper wells with a cotton swab. The cells in the lower chamber were fixed with 5% glutaraldehyde for 10 min and stained with 1% crystal violet dye in 2% ethanol at room temperature for 20 min, then photographed and counted by Image J.

For apoptosis assay, cells were resuspended cells in fixation buffer and stained with Annexin V-FITC and Propidium Iodide solutions respectively for 30 min on ice. Then cells were then analyzed by flow cytometry (BD Biosciences, USA) with FITC and PI channel.

### Animal experiment

To investigate the effect of SR1078 on cSCC growth in vivo, we conducted an animal experiment. Firstly, 10 eight-week-old SKH-1 mice were randomly divided into two groups (*n* = 5 per group). The injected dose of SR1078 was 20 mg/kg, and the weight of each mouse was estimated to an average of 25 g. SR1078 was dissolved in the solution including 10% dimethyl sulfoxide (DMSO, Selleck), 40% PEG300 (Selleck), 5% Tween80 (Selleck) and 45% ddH_2_O. The agonist group and control group were injected intraperitoneally with 150 µl SR1078 solution and DMSO solution, respectively. In specific, three times injection in a week was performed before cSCC cell inoculation. Then, XL50 cSCC cells from China Center for Type Culture Collection (Wuhan, China, 5 × 10^6^) and NIH/3T3 cells (mouse embryonic fibroblast, 1 × 10^6^) were injected subcutaneously into the backs of mice to establish a cSCC mouse model. After incubation, mice were injected intraperitoneally with SR1078 or DMSO solution daily. Tumor volume was measured every 2 days and calculated as length × width^2^ × 0.5 (mm^3^). Eighteen days post-injection, the tumor was harvested for cell proliferation evaluation by IHC of Ki67 expression (MA5-14520, Thermo Fisher Scientific) following the guideline.

## Results

### Mouse model and samples collection

In order to simulate sun exposure accurately, we employed solar simulators containing UVA and UVB to establish cSCC mouse model. Eight SHK-1 Hairless mice were used for the present study, among which four mice were in the UVF group and four were in the UVR group (Fig. 1a). Four NS tissue samples were isolated from the UVF group. After mice developed into cSCC, cSCC tumor samples and matched NS and AK (grade 1 (AK1) and grade 2 (AK2)) samples were isolated from the UVR group (Fig. 1a). The pathological classification and the tumor pathological scoring (TPS) of tissues were also presented (Table 2). All experiment samples were histologically validated. Representative samples regarding NS, AK1, AK2, and cSCC were histologically imaged (Fig. 1b). NS samples showed a uniform distribution of keratinocytes, while AK1 and AK2 exhibited a histological phenotype of UV damage including elastosis, fibrosis, and thicker epidermis. Compared with the former, the tumor cells in cSCC distributed in nests with large deeply staining nuclei, and also with many karyokinetic and acantholytic cells.

**Table 2:** Tumor pathological classification and scoring of mice skin tissues.

Groups	Subject	Sample name	Pathology	Pathological scoring (0–5)
Ultraviolet free (UVF)	1	NC-1	NS-1	0
	2	NC-2	NS-1	0
	3	NC-3	NS-1	0
	4	NC-4	NS-1	0
Ultraviolet radiation (UVR)	5	1-NC	NS-2	0
		1-AK-1	Grade 1 papilloma (G1P)	1
		1-AK-2	Grade 2 papilloma (G2P)	2
		1-cSCC	cSCC	4
	6	2-NC	NS-2	0
		2-AK-1	Grade 1 papilloma (G1P)	1
		2-AK-2	Grade 2 papilloma (G2P)	2
		2-cSCC	cSCC	5
	7	3-NC	NS-2	0
		3-AK-1	Grade 1 papilloma (G1P)	1
		3-AK-2	Grade 3 papilloma (G3P)	3
		3-cSCC	cSCC	4
	8	4-NC	NS-2	0
		4-AK-1	Grade 1 papilloma (G1P)	1
		4-AK-2	Grade 3 papilloma (G3P)	3
		4-cSCC	cSCC	4

### Differences among NS, AK, and cSCC

RNA-seq was performed on NextSeq 500 with a total of 70 million reads generated. 

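The mouse samples comprised 8 NS, 8 AK and 4 cSCC tissues from the back skin of SKH-1 mice, a hairless strain that develops skin tumors under ultraviolet radiation. AK were treated as 1 group. The sample labels do not give which NS came from unirradiated mice, nor which tissues share a mouse, so NS were treated as 1 group and the tissues as unpaired. By the paper, 4 irradiated mice gave all 8 AK, the 4 cSCC and 4 of the NS, so the AK samples stand for 4 mice. All tests here treat the samples as independent, and tissues of 1 mouse may resemble each other, which could make p-values too small. The labels name a HiSeq instrument and daily irradiation, while the paper gives NextSeq 500 and irradiation on fewer days of the week. The paper's methods state that the authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with HISAT2 and quantified expression with StringTie. The authors deposited a table of raw counts for 22090 gene symbols without normalization, and how the StringTie output became counts is not described in the paper's text. The table held 81879931 counts in total, and all values here use the deposited counts. Total counts per sample ranged from 1624325 to 6295575 in NS (median 3745903.5), from 867219 to 14055206 in AK (median 4223559) and from 775750 to 7095102 in cSCC (median 2413841.5). The smallest level that 3 counts can show was 3.87 CPM (counts scaled to a common library total) in the smallest library and 0.213 CPM in the largest, and these floors cover counting error only. The 13 mitochondrial genes of the table were at 0 counts in every sample. Levels are given as CPM with edgeR's TMM normalization over the 20 samples. Pairs of groups were compared with edgeR's quasi-likelihood test on genes kept by filterByExpr, with Benjamini-Hochberg adjustment. A DEG had an adjusted p-value under 0.05 and a fold change above 1.5 or below 0.67, the paper's fold change limits, whereas the paper applied an equal-variance two-sample test per gene without stating an adjustment. The choice of normalization and of the adjustment could change the number of DEGs.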

Unsupervised hierarchical clustering analysis using all genes showed that the NS and AK were closer compared to the cSCC cluster, showing a transcriptomic similarity over the NS and AK groups (Fig. 2a). 

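Pearson correlation of log2(CPM + 1) over the 18160 genes with a count was used. The paper gives Pearson correlation and the ward method for Fig. 2a but not the scale of the values. The mean r was 0.937 over the 64 pairs of an NS and an AK sample, 0.842 over the 32 pairs of NS and cSCC, and 0.854 over the 32 pairs of AK and cSCC. Within groups it was 0.945 in NS, 0.952 in AK and 0.828 in cSCC, so the cSCC samples were as far from each other as from the other groups. The mean r of cSCC with NS and AK was 0.0886 lower than the mean r between NS and AK. Without cSCC replicate 21, whose counts also hold heart muscle genes, this difference was 0.0567. Counts of cSCC replicate 20 also hold lung genes, so the low r of cSCC cannot be read as a tumor effect alone. Group membership was tested with the mean r among the 16 other samples minus their mean r with the 4 cSCC samples, which was larger than for any other choice of 4 among the 20 samples (one-sided exact permutation test over all such choices, p = 2.06e-04, the smallest they can give). Ward clustering of 1 - r did not return the cSCC samples as 1 branch, because the first division set cSCC replicate 21 apart from the 19 other samples. On CPM without a log, the difference in mean r rose to 0.327 and the smaller branch held 5 samples, of which 3 were cSCC and the others were NS replicate 9 and AK replicate 14.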

A similar pattern was also observed in the principal component analysis (PCA) using all genes (Fig. S1). 

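In the principal component analysis of log2(CPM + 1) with each gene centered, PC1 held 27.4% of the variance and PC2 16.8%. The mean PC1 score was -16.1 ± 13.2 (SD, n = 8) in NS, -27.8 ± 15.3 (SD, n = 8) in AK and 87.7 ± 82.1 (SD, n = 4) in cSCC. Division into cSCC and the rest accounted for 61.9% of the variance of PC1 (exact permutation test over all choices of 4 samples, p = 2.06e-04, the smallest they can give). The cSCC scores were 6.40 in replicate 18, 73.5 in replicate 19, 68.7 in replicate 20 and 202 in replicate 21. NS replicate 1 was at 5.55. Counts of replicate 21 also hold heart muscle genes and those of replicate 20 lung genes. PC1 therefore cannot be read as a tumor effect alone. NS and AK were not separated on PC1 (16.0% of its variance among the 16 samples, exact permutation test, p = 0.125). Their means differed on PC2, where the group accounted for 60.3% of the variance among these samples (exact permutation test over 12870 splits, p = 7.77e-04). The groups overlapped there, with NS replicate 8 at 7.73 and AK replicate 10 at -14.4. NS itself was divided on PC2: replicates 1, 2, 4 and 5 were at -70.6 to -44.4 and replicates 6 to 9 at -29.7 to 7.73.

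**Figure D1:**
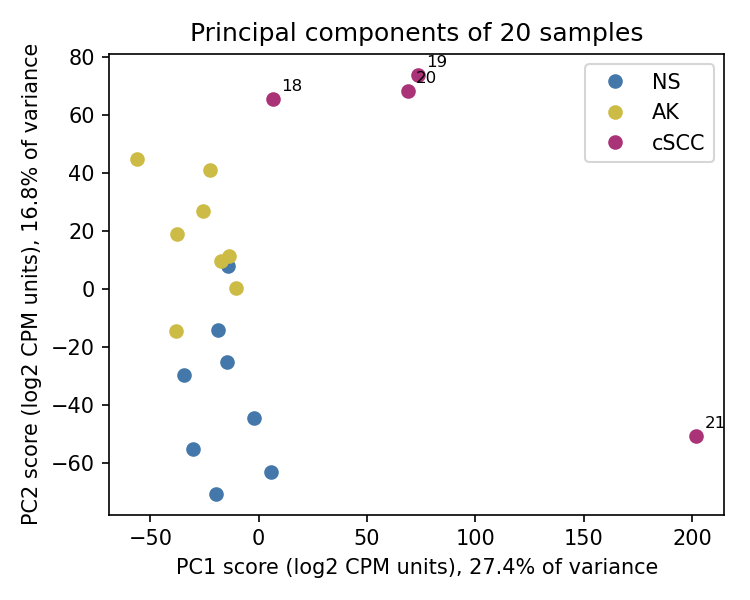
PC1 scores (x axis, 27.4% of the variance) against PC2 scores (y axis, 16.8%) of the 20 samples, in log2 CPM units, with 1 point per sample colored by group and the replicate number beside each cSCC sample. The 8 NS and 8 AK samples lie close together along PC1, and the 4 cSCC samples are spread out.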

Specifically, there was no clearly different gene expression between AK1 and AK2. After performing DEGs identification, a total of 2022, 2031, and 1617 DEGs were identified in the comparisons of AK vs. NS, cSCC vs. NS, and cSCC vs. AK, respectively. 

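With an adjusted p-value from edgeR's quasi-likelihood test, 542 DEGs were obtained for AK vs. NS, 264 higher and 278 lower in AK, among 11677 genes tested. For cSCC vs. NS there were 2340 DEGs among 12097 genes, 1414 higher and 926 lower in cSCC. For cSCC vs. AK there were 2935 DEGs among 12032 genes, 1931 higher and 1004 lower in cSCC. With all samples kept, the settings that moved each count by the most genes were the paper's rule, without adjustment, for AK vs. NS (1853 DEGs, against 9 in a single fit of all 20 samples), an unadjusted p-value for cSCC vs. NS (4052 DEGs) and limma voom for cSCC vs. AK (1270 DEGs). The paper's rule gave 3393 and 3723 DEGs for the comparisons with cSCC. It was run here on log2(CPM + 1) of genes kept by filterByExpr, with fold changes of mean CPM. The paper does not state these choices, so these counts do not test its own calculation. Scaling by library size alone shifted the balance between higher and lower calls, with 625 higher and 1332 lower genes for cSCC vs. NS. Of the 1414 genes higher in cSCC than in NS, 816 had their highest level in cSCC replicate 21, and 333 (23.6%) were under 1.5 times the NS mean once their highest cSCC sample was left out.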

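Of the 21 genes labelled in Fig. 2b for AK vs. NS, 18 were tested and 9 were DEGs, all higher in AK. For cSCC vs. NS, 14 of 21 tested genes were DEGs, 9 higher and 5 lower. For cSCC vs. AK, 13 of 18 were DEGs, 9 higher and 4 lower. Adjusted over each list alone, 13, 19 and 15 of the labelled genes passed, though these lists are the paper's own calls on the same samples. Among DEGs whose groups did not overlap in CPM, Ifi44 had the largest increase in AK relative to NS (log2 fold change 2.90, standard error 0.66, adjusted p = 0.0236 from edgeR's quasi-likelihood test), followed by Tslp, a Fig. 2b gene, at 105 ± 58.4 CPM in AK and 14.1 ± 3.93 CPM in NS (SD, n = 8 each). The largest decrease in AK was that of Igsf9, by a log2 fold change of -1.91. For cSCC vs. NS the largest increases were those of Actc1, Pln, Tnnc1 and Tnnt2, and each rested mainly on cSCC replicate 21. Actc1 had 15454 CPM in that sample, a mean of 23.9 CPM in the other 3 cSCC samples and at most 7.65 CPM in NS. Upp1 followed, with 229 ± 220 CPM in cSCC (SD, n = 4) and 2.29 ± 1.46 CPM in NS (SD, n = 8), a log2 fold change of 6.68 (adjusted p = 1.77e-04 from the same test). Skint5 had no counts in any cSCC sample and 75.7 ± 55.2 CPM in NS, at least 19.6-fold lower in cSCC when the floor of 3 counts is used.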

The top 10 significantly up- and downregulated genes were highlighted (Fig. 2b). 

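Counts of family members among the DEGs of cSCC vs. NS differed between families. In the Cxcl family, 5 of 10 tested genes (Cxcl1, Cxcl2, Cxcl3, Cxcl5 and Cxcl14) were higher in cSCC and 0 were lower, against 11.7% of all tested genes higher (two-sided Fisher's exact test, p = 0.00329, adjusted p = 0.0493 over 15 tests of families and comparisons). In the Mmp family, 4 of 11 genes (Mmp3, Mmp9, Mmp10 and Mmp13) were higher and 0 were lower (Fisher's exact test, p = 0.0312, adjusted p = 0.0937). Genes of a family are not independent replicates, and the paper named these families from the same samples. The Fisher p-values therefore describe these counts but are not independent support. In the S100 family, S100a7a alone of 12 tested genes was higher. In the Sprr family of 14 tested genes, Sprr2j-ps was higher and Sprr4 lower, and reads of the near-identical Sprr2 genes could be split between them by the authors' counting. In the Ccl family of 20 tested genes, 2 were higher (Ccl3 and Ccl4) and 4 were lower (Ccl20, Ccl22, Ccl27a and Ccl27b, the last 2 of which are near-identical copies). Relative to AK, 3 S100 genes (S100a7a, S100a8 and S100a9) and 5 Cxcl genes were higher in cSCC, whereas 1 Ccl gene was higher and 6 were lower. Over the 5 families, 13 genes were higher and 5 lower in cSCC than in NS, and the paper's rule gave 22 and 6 among the same 67 members. Requiring at least 10 counts in every sample gave 2 and 0, but only 2 of the 13 and 0 of the 5 genes met that minimum, so most of them were not tested.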

In general, genes such as S100 family, Sprr family, Cxcl family, Ccl family, and Mmp family members were significantly upregulated in cSCC (Fig. 2b).

**Fig. 2:**
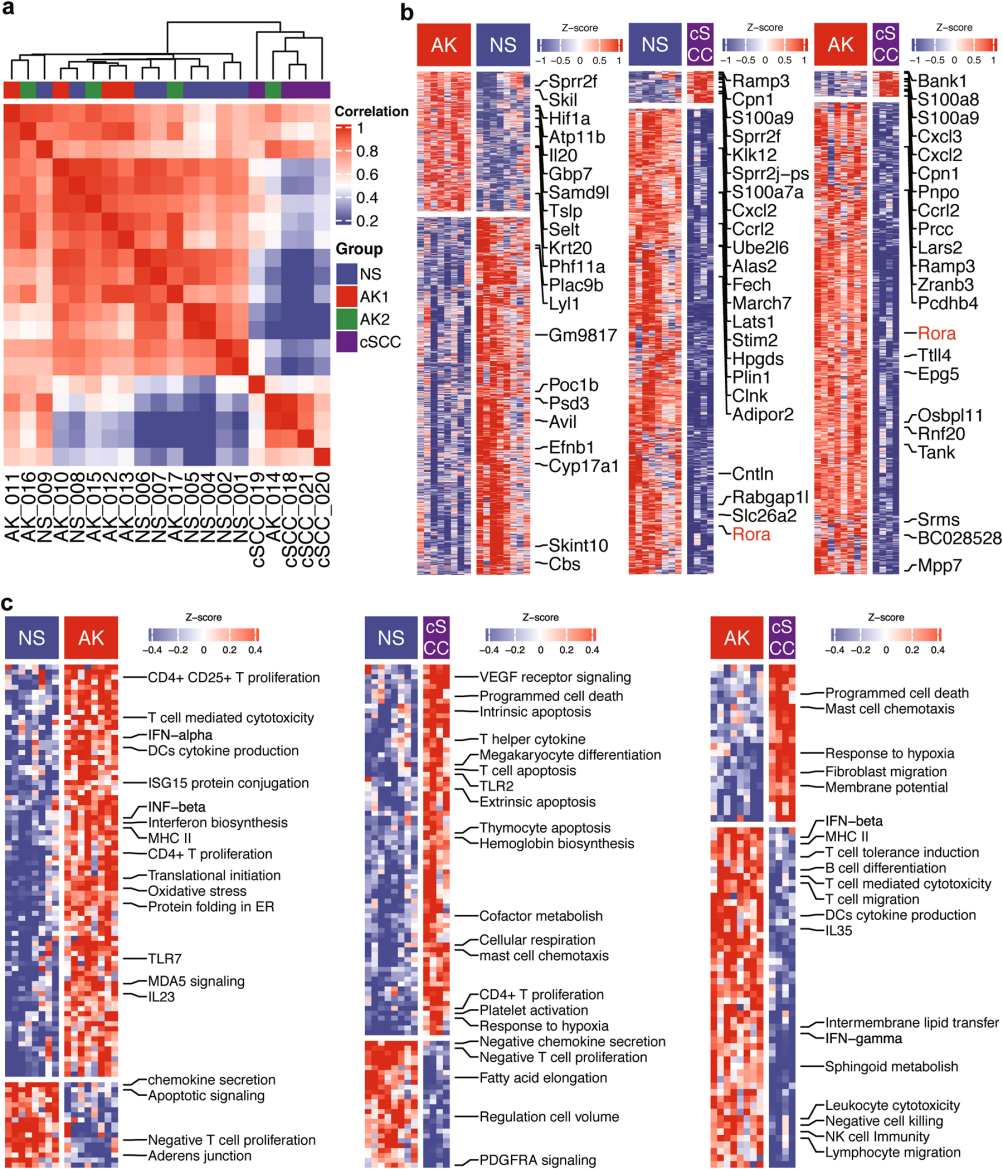
transcriptome overview across normal and UV-induced AK and cSCC development. **a** Unsupervised clustering using all genes analysis showed that cSCC were significantly different compared with AK and NS. **b** DEGs among each comparison. (**c**) GSVA analysis among each comparison. The comparisons include AK vs. NS, cSCC vs NS, and cSCC vs. AK.

Next, we used GSVA approach to identified differentially expressed pathways among NS, AK, and cSCC based on gene set file of biological processes from the Molecular Signatures Database. A total of 70, 67, and 76 differentially expressed pathways were identified among each comparison (Fig. 2c). Compared with NS, CD4^+^/CD25^+^ T proliferation, IFN-α, IFN-β, TLR7, and IL23 pathways were significantly upregulated, while chemokine secretion, Apoptotic signaling, and negatively modulate T cell proliferation pathways were upregulated in AK. 

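MSigDB gene sets and GSVA were not used here. Short lists of marker genes, written before the data were examined, were scored as the mean log2(CPM + 1) of their genes, and groups were compared with a two-sided exact permutation test, adjusted over 66 tests of lists and comparisons. The type I interferon list (16 genes in the table) scored 5.10 ± 0.479 in AK and 3.48 ± 0.887 in NS (SD, n = 8 each), a difference of 1.61 (exact permutation test over 12870 splits, p = 4.66e-04, adjusted p = 0.00952). The interferon gamma list (12 genes) was 1.80 higher in AK (exact permutation test, p = 3.11e-04, adjusted p = 0.00952). The regulatory T cell list (7 genes) differed by 0.10, less than the spread between samples (exact permutation test, p = 0.643), and the T cell list (8 genes) by -0.39 (p = 0.138 from the same exact test).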

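The hypoxia list (15 genes in the table, written before the data were examined and scored as the mean log2(CPM + 1)) was 7.97 ± 0.477 in cSCC (SD, n = 4) and 6.53 ± 0.392 in NS (SD, n = 8). This difference of 1.44 was larger than for any other split of the samples (two-sided exact permutation test over 495 splits, p = 0.00202, the smallest they can give, adjusted p = 0.00952). The mast cell list (8 genes) did not differ between cSCC and NS beyond the spread between samples (difference 0.08, exact permutation test, p = 0.939), and its sign changed with a pseudocount of 0.1. MSigDB sets for VEGF receptor signaling, megakaryocyte differentiation, TLR2 and T cell apoptosis were not analysed here.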

In the comparison between cSCC and NS, VEGF receptor signaling, mast cell chemotaxis, response to hypoxia, megakaryocyte differentiation TLR2, and T cell apoptosis pathways were significantly increased. 

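Between cSCC and AK, the hypoxia list was 0.60 higher in cSCC (exact permutation test, p = 0.00808, adjusted p = 0.0254). The type I interferon list was lower in cSCC by a difference of -0.53 and the interferon gamma list by -0.89, neither past the threshold after adjustment (exact permutation tests, p = 0.212 and 0.0566, adjusted p = 0.326 and 0.129). The mast cell list differed by -0.38 (exact permutation test, p = 0.663). The B cell list (7 genes, mean score 1.23 in cSCC and 0.74 in AK) was 0.49 higher in cSCC (exact permutation test, p = 0.0707, adjusted p = 0.155), and the T cell list differed by -1.11 (exact permutation test, p = 0.0121, adjusted p = 0.032).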

Finally, regarding the comparison between cSCC and AK, the increased pathways of programmed cell death, mast cell chemotaxis, response to hypoxia and fibroblast migration were observed, and IFN-β, IFN-γ, B cell differentiation, and lymphocyte migration pathways and etc. were downregulated in cSCC (Fig. 2c).

As most differentially expressed pathways were immune-related, we next sought to observe the change of immune microenvironment across NS, AK, and cSCC by RNA-seq deconvolution. The heatmap of the relative expression of immune cells is shown in Fig. S2a. 

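xCell scores were not computed here, and lists of marker genes stand in for the cell types. The endothelial list (12 genes) scored 4.37 ± 1.34 in cSCC (SD, n = 4), 2.39 ± 0.438 in AK (SD, n = 8) and 2.35 ± 0.472 in NS (SD, n = 8). Each cSCC sample was above all NS and AK samples (exact permutation tests against NS and against AK, p = 0.00202 each, adjusted p = 0.00952), and the highest scores were 6.18 in cSCC replicate 21, whose counts also hold heart muscle genes, and 4.50 in cSCC replicate 20, whose counts also hold lung genes. The 2 other cSCC samples scored 3.07, close to the highest NS sample at 3.00, and 3.75. Without replicate 21 the endothelial difference was 1.42 from NS and 1.39 from AK, and without replicate 20 it was 1.98 and 1.95. Each of these passed (exact permutation tests, adjusted p = 0.025), but no fit left out both samples. The cancer-associated fibroblast list (10 genes) was 0.52 higher in cSCC than in NS, less than the spread between cSCC samples (exact permutation test, p = 0.186, adjusted p = 0.299). The lowest fibroblast score, 4.05, was that of cSCC replicate 21, and without this sample the difference was 0.94 and passed (exact permutation test, adjusted p = 0.0381, against 0.436 to 0.655 without each other cSCC sample). The natural killer list (9 genes) was highest in AK, with a mean of 2.63 ± 0.43 in AK, 2.01 ± 0.388 in NS and 1.70 ± 0.833 in cSCC (SD, n = 8, 8 and 4), and it was lower in cSCC than in AK by a difference of -0.92 (exact permutation test, p = 0.0141, adjusted p = 0.0359). The natural killer difference from AK rested partly on cSCC replicate 21, which scored 0.498 where the other 3 cSCC samples scored 1.80 to 2.32. Without this sample it was -0.52 and did not pass, nor did it pass without cSCC replicate 18 or with a pseudocount of 0.1, library size alone, the median of the list or each gene scaled first (exact permutation tests, adjusted p = 0.19 and 0.0546 to 0.321). No list was written for Th1 cells.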

Endothelial cells, cancer-associated fibroblast, natural killer, and CD4^+^ T helper1 (Th1) were hyperactivated in the cSCC group. Regulatory T cells and Granulocyte-monocyte progenitor hold the highest expression in the AK group. 

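The regulatory T cell list had a mean score of 3.88 ± 0.417 in AK (SD, n = 8), 3.78 ± 0.461 in NS (SD, n = 8) and 2.65 ± 0.687 in cSCC (SD, n = 4). AK was above cSCC beyond the spread between samples, with a difference of -1.23 for cSCC vs. AK (two-sided exact permutation test over 495 splits, p = 0.00404, adjusted p = 0.0157), but AK and NS could not be told apart. Granulocyte-monocyte progenitors were not scored here.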

The highest microenvironment score and stroma score were observed in cSCC group (Fig. S2b). The immune cells composition regarding sample types were presented in Fig. S2c, d, e. The regression analysis showed that endothelial cell and neutrophil are positively correlated with TPS, indicating an extensive increase of angiogenesis and neutrophil accumulation during cSCC progression (Fig. S2f, g).

### Rorα is inhibited in cSCC

The cSCC model was generated by irradiation of UVR from NS. The undetermined tumorigenesis process is intriguing and prompts us to further explore the progression trajectory. The gene expression profile of different stages allowed us to reconstruct the trajectory using. The graph showed a linear progression trajectory, which was fitted to the UVR-induced pathology stage very well (Fig. 3a). The solid black line represented the main route of the minimal spanning tree constructed, which exhibited the backbone and order of the cSCC development along a pseudo-temporal continuum. The trajectory clearly showed the tree starts from NS, goes through AK and ends with cSCCs (Fig. 3b). 

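Monocle was not run here. A minimum spanning tree was built from Euclidean distances of log2(CPM + 1), without a choice of root. Of its 19 edges, 3 joined NS samples, 7 joined AK samples, 2 joined cSCC samples, 5 joined an NS with an AK sample, 2 joined an AK with a cSCC sample and 0 joined an NS with a cSCC sample. Permuting the group labels gave a mean of 3.21 edges between NS and cSCC, and 0 such edges had a one-sided p of 0.0347 (100000 permutations). This shows that the groups are not mixed at random, but not that cSCC joins AK rather than NS. Both edges into the cSCC samples left from 1 sample, AK replicate 15, and with the cSCC samples held fixed, permuting the NS and AK labels gave 0 edges to NS with p = 0.5 (exact permutation test, chosen after the tree was seen). With only 1 sample at the other end, this test could give no smaller p, so it cannot decide the question. With a pseudocount of 0.1 the tree had 1 edge between NS and cSCC (p = 0.183 from the same permutation test). The edges carry no direction in time. From its trajectory, which runs from NS through AK to cSCC, the paper concludes that AK can progress into cSCC.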

Then, we further constructed a co-expressed regulatory network between TFs and DEGs, which was involved in the trajectory. 

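Rora (chromosome 9, 68653786 to 69388246 on GRCm38, a protein-coding gene that overlaps an antisense gene) and Pou2f3 (chromosome 9, 43123939 to 43210369) encode the transcription factors. Over all 20 samples no pooled correlation was computed, since the highest cSCC sample had 122 CPM of Rora and the lowest of the others 336 CPM. Among the 16 NS and AK samples, Rora had a Pearson r of -0.11 with S100a9 (two-sided test with 100000 permutations, p = 0.688, adjusted p = 0.854 over the 31 genes of Fig. 3c) and a Spearman rho of -0.04 (permutation p = 0.873). With Sprr2f its r was -0.17 (permutation p = 0.532, adjusted p = 0.717) and its rho -0.19 (permutation p = 0.489). Without the 2 samples farthest from the median of Rora, these r were 0.215 and 0.127, so no relation held. Pou2f3 had an r of -0.57 with Sprr2f (permutation p = 0.0195, adjusted p = 0.0402) and a rho of -0.60 (permutation p = 0.0157, adjusted p = 0.0436), and an r of -0.53 with S100a9 (permutation p = 0.0376, adjusted p = 0.0587) and a rho of -0.50 (permutation p = 0.0532). Without the 2 samples farthest from the median of Pou2f3, the r were -0.56 and -0.65. Within the 8 NS samples and within the 8 AK samples, none of these pairs passed (exact permutation tests over all pairings, with the smallest p of 0.274, for Pou2f3 and Sprr2f in AK). At an absolute r of 0.5 or more with an adjusted p under 0.05, Rora was linked to 0 of the 31 genes within NS, 5 within AK and 2 among NS and AK together. Pou2f3 was linked to 2 within NS, 7 within AK and 16 among both together, where the difference in Pou2f3 between NS and AK also enters. Within AK, several links rested on the 2 samples farthest from the median of Pou2f3. Without them the r was -0.13 for Trem1, -0.34 for Ccl4, -0.41 for Cd14 and -0.499 for Il1b. The r of Cxcl3, Ccr1 and Il19 stayed at -0.62, -0.64 and -0.87.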

The TFs, including Rorα and POU domain, class 2, transcription factor 3 (Pou2f3) were found to be involved in the cSCC progression, which co-expressed with S100a9 (a member from the S100 family) and Sprr2f (a member from the Sprr family) (Fig. 3c). 

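S100a9 (chromosome 3, 90692632 to 90695721 on GRCm38) had 3373 ± 3399 CPM in cSCC (SD, n = 4), 746 ± 333 CPM in AK (SD, n = 8) and 604 ± 884 CPM in NS (SD, n = 8). Its log2 fold change in cSCC relative to NS was 2.51 (standard error 0.93, unadjusted p = 0.0167, adjusted p = 0.0719 over all genes from edgeR's quasi-likelihood test, and 0.0213 over the 14 genes the text names). These genes are the ones the paper names for the same samples, so passing over that list alone is not independent support. NS replicate 7, with 2662 CPM, was above 3 of the 4 cSCC samples. Relative to AK the log2 fold change was 2.25 (standard error 0.49, adjusted p = 0.00622 from the same test). It ranged from 1.22 to 2.48 across the 12 fits that left out 1 sample, and the call held in each. cSCC replicate 18 was at 8418 CPM of S100a9, and the other cSCC samples had a mean of 1691 CPM. Sprr2f (chromosome 3, 92365187 to 92366442) had 303 ± 253 CPM in cSCC (SD, n = 4) and 43.8 ± 66.3 CPM in NS (SD, n = 8), a log2 fold change of 2.83 (standard error 0.99, unadjusted p = 0.0121, adjusted p = 0.0578 over all genes and 0.0169 over the 14 named genes). Relative to AK, the log2 fold change of Sprr2f was 1.05 (standard error 0.45). Its adjusted p-value from the same test was 0.103 over all genes and 0.0459 over the 14 named genes. Reads of Sprr2f could be shared with other Sprr2 genes. Both genes were DEGs for cSCC vs. NS under the paper's rule.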

In particular, S100a9 and Sprr2f were significantly upregulated in cSCC tissues from the mouse model (*p* < 0.05, Fig. S3). Compared with NS, Sprr2f were also significantly upregulated in AK (*p* < 0.05), but no significant up-regulation of S100a9 was observed in AK. 

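In AK relative to NS, Sprr2f had a log2 fold change of 1.81 (standard error 0.72, unadjusted p = 0.0201, adjusted p = 0.128 over all genes from edgeR's quasi-likelihood test, and 0.0291 over the 13 named genes tested). Its level was 156 ± 76.1 CPM in AK (SD, n = 8). Because the paper named these genes from the same samples, passing over them alone is not independent support. S100a9 had a log2 fold change of 0.30 in AK (standard error 0.64, adjusted p = 0.802), smaller than its error. Across the 16 fits that left out 1 sample this value ranged from 0.08 to 1.27, and no setting run called S100a9. NS replicate 7 was at 2662 CPM of S100a9, where the NS median was 250 CPM. Whether the 2 genes differ in their response was not tested.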

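Rora had 525 ± 162 CPM in NS (SD, n = 8), 490 ± 123 CPM in AK (SD, n = 8) and 71.7 ± 43.9 CPM in cSCC (SD, n = 4). The difference between AK and NS was smaller than the spread between samples (log2 fold change -0.12, standard error 0.19, adjusted p = 0.744 from edgeR's quasi-likelihood test). Relative to NS, the log2 fold change in cSCC was -2.82 (standard error 0.45, adjusted p = 0.00171), and relative to AK it was -2.68 (standard error 0.40, adjusted p = 0.00194). All 4 cSCC samples, at 26.4 to 122 CPM, were below all NS and AK samples. Rora remained lower in cSCC than in NS in each of the 12 fits that left out 1 sample, with log2 fold changes from -3.23 to -2.55.

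**Figure D2:**
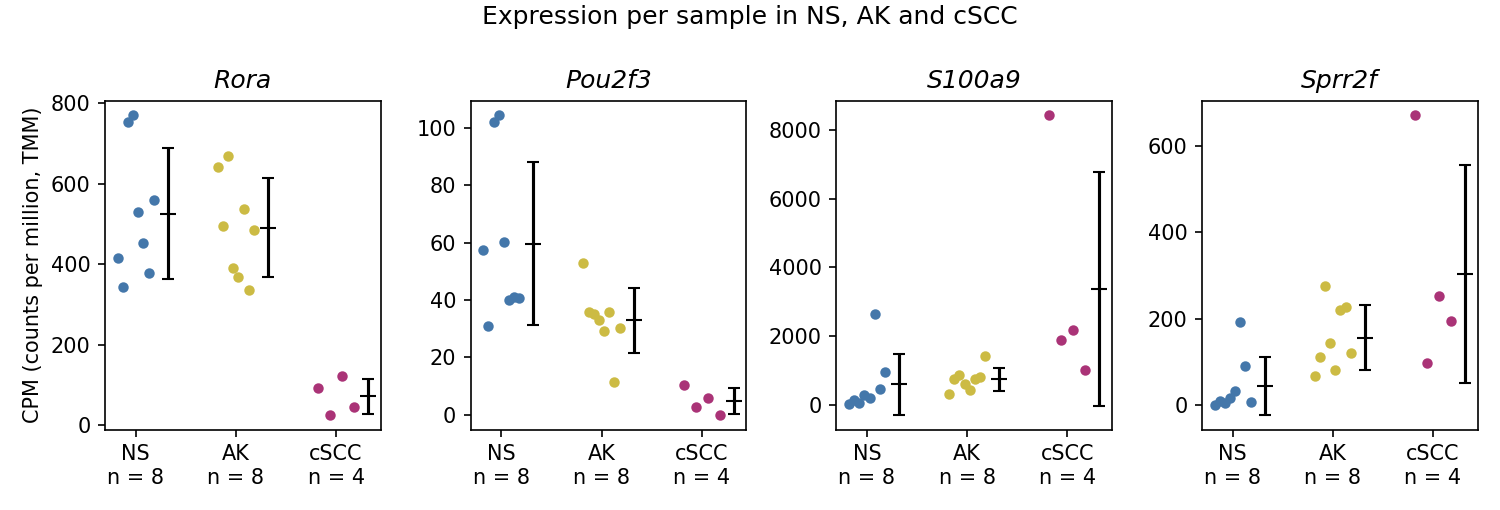
CPM with TMM normalization (y axis) of Rora, Pou2f3, S100a9 and Sprr2f in NS, AK and cSCC samples (x axis), with 1 point per sample and the mean with its SD as a black bar beside the points. Rora is at 26.4 to 122 CPM in the 4 cSCC samples, below the other samples, while S100a9 and Sprr2f overlap between NS and cSCC.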

In the trajectory of NS-AK-cSCC, the expression of Rorα showed a continual decreasing trend in terms of the pathology stage, especially in cSCC (Fig. 3d).

**Fig. 3:**
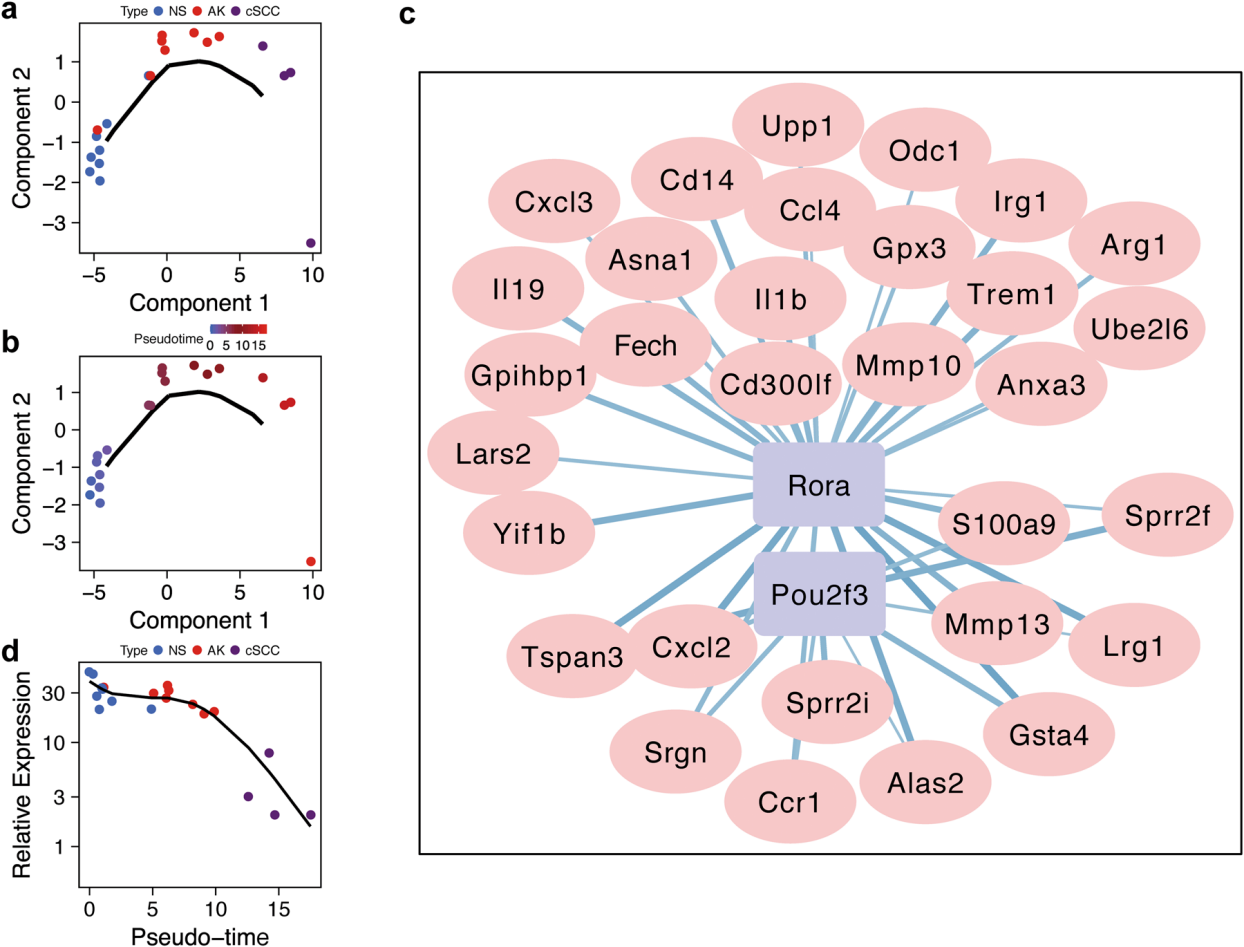
Reconstructed progression trajectory of UV-induced cSCC are regulated by Rorα. **a** Distribution of NS, AK, and cSCC samples in the pseudo-time trajectory analysis. **b** Samples were highlighted by pseudo-time in the trajectory, which showed a progression from NS to AK then cSCC. **c** Co-expressed network calculated between TFs and genes among the cSCC progression-driven genes. Purple rectangle nodes represent TFs and plink elliptic nodes represent genes. **d** Rorα expression with regards to the trajectory pseudo-time. Rorα expression was significantly downregulated in cSCC group.

In order to further validate this result, we re-analyzed the histological staining of Rorα between NS tissue (five samples) and cSCC tissue (fifteen samples) from the Human Protein Atlas database. A lower relative density of Rorα was observed in cSCC (*p* < 0.01, Fig. 4a), indicating that the expression level of Rorα in cSCC is significantly lower than that of NS, which is in accordance with our result. In addition, as a recent cSCC-related single-cell transcriptomic data with 48,164 cells was released (GSE144240), we further investigate the Rorα expression of skin epithelial cells, from healthy and cSCC tissues. As the violin chart showed, Rorα was significantly downregulated in cSCC keratinocytes. (Fig. 4b, c). Furthermore, we calculated the percentage of cells with Rorα > 1 count, that more Rorα positive cells were exhibited in normal (72.49%) keratinocytes than that in the tumor (33.15%) cells. In summary, we solidly showed that Rorα was significantly downregulated in cSCC, which was inhibited during cSCC progression.

**Fig. 4:**
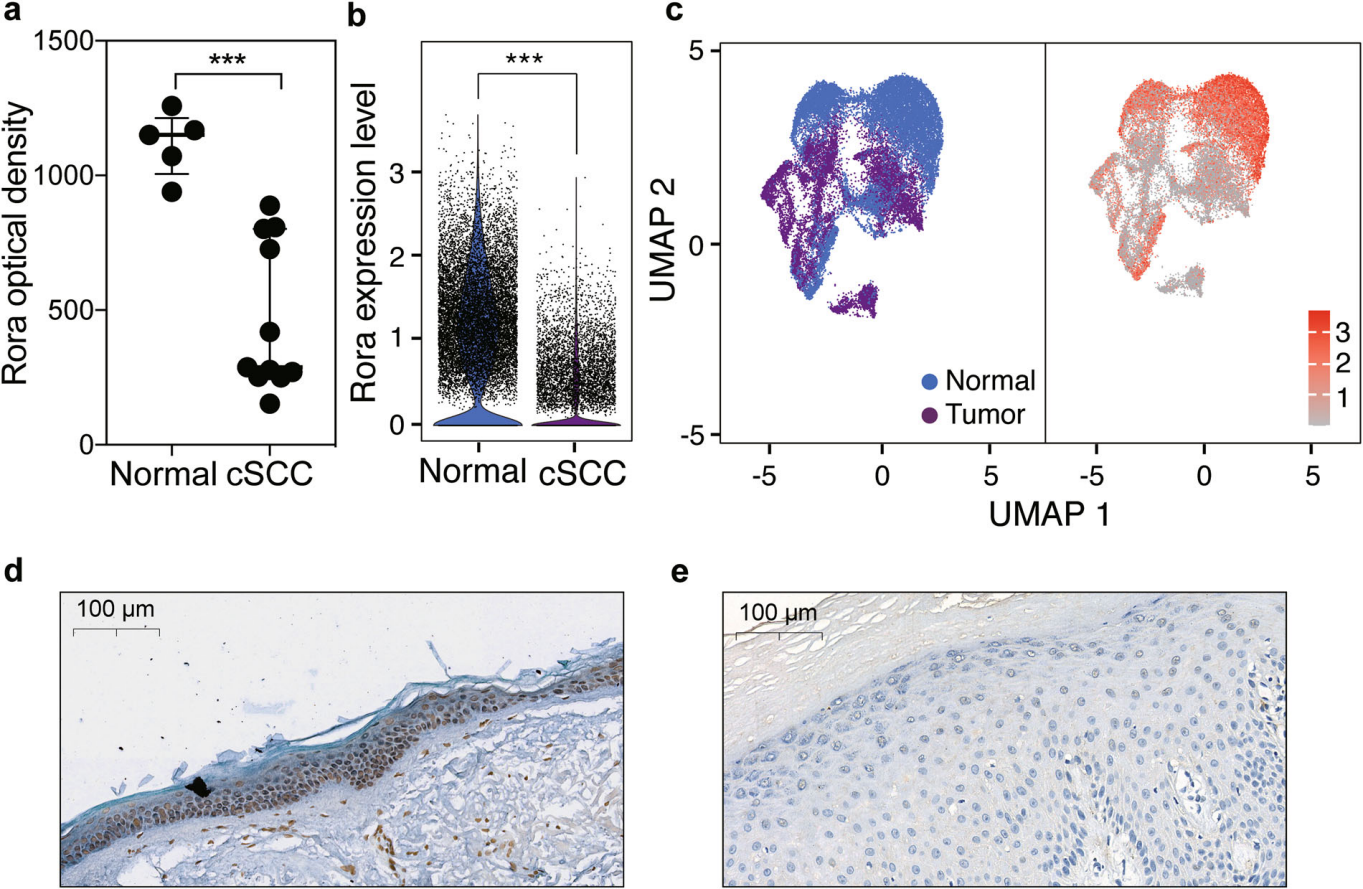
Rorα was downregulated in cSCC and associated with survival time of patients. **a** Optical density of Rorα. Data were extracted from HPA database and lower optical density was obtained in cSCC. **b** Expression of Rorα from single-cell RNA-sequencing data. Rorα was significantly downregulated in cSCC cells than that of normal keratinocytes. **c** Cells were highlighted by disease state and Rorα expression level by uniform manifold approximation and projection (UMAP). **d**, **e** Representative micrographs of Rorα expression by IHC in humans. Rorα in the normal tissue showed a significantly higher expression than that in the cSCC tissue. ***p < 0.001.

IHC staining was performed on the cSCC tissue and NS tissue in cSCC patients. The results showed that Rorα highly expressed in the nucleus of keratinocytes in NS, while the expression level in cSCC tissues is significantly reduced (Fig. 4d, e). In order to examine the effect of Rorα on survival time, we employed HNSCC data, which was similar to cSCC. The top 25% of high and low Rorα expression level patients were used for generating a 5-year Kaplan-Meier survival curve. It was found that the patients with high expression of Rorα achieved a better survival prognosis (*p* < 0.05, Fig. S4). To conclude, we validated the lower expression of Rorα in both human cSCC, and the survival results suggested that Rorα plays an important role for patients' survive.

### Rorα activation inhibits cSCC cell proliferation and migration

To evaluate the role of Rorα in terms of the proliferation and migration ability we performed mouse and human cell-line based assays. As S100a9 and Sprr2f were predicted as genes that are regulated by Rorα, we further investigated the expression of these two genes by giving Rorα activator in cell lines. In general, S100a9 and Sprr2f were potentially downregulated in cSCC cells (PECA and A431) after being treated with Rorα agonist SR1078. S100a9 was downregulated in both PECA and A431 cells (*p* < 0.001), while extremely downregulation of Sprr2f was observed in A431 and HaCaT cells (*p* < 0.001). In the meanwhile, S100a9 expression was slightly upregulated in the HaCaT cell (*p* < 0.05) (Fig. 5a). Rorα agonist inhibited cell proliferation after stimulating all three types of cells (HaCaT: 72 h, *p* < 0.01; A431: 48 h, *p* < 0.01; 72 h, *p* < 0.01; PECA: 48 h, *p* < 0.01, 72 h, *p* < 0.001; Fig. 5b). By using siRNA interference with S100a9 and Sprr2f, no proliferation alteration of all three cells was seen (Fig. S5). In the wound-healing assay, all three cell lines showed significant migration inhibition after being stimulated by Rorα agonists (PECA: *p* < 0.01; A431: *p* < 0.01; HaCaT: *p* < 0.05). The cell migration of PECA (*P* < 0.05) and A431 (*p* < 0.05) was inhibited after siRNA interfered with S100a9, while there was a significant inhibitory effect after siRNA interferes with Sprr2f in PECA cell (*p* < 0.01) (Fig. 5c, d). There was no effect on cell remote migration ability after up and downregulated the expressions of these three genes in terms of the transwell assay (Fig. S6). Finally, we employed fluorescent flow cytometry to reveal that the changed function of these three genes did not affect the apoptosis in both keratinocytes and cSCC cells (Fig. S7). In conclusion, activation of Rorα could downregulate the expressions of S100a9 and Sprr2f in cSCC cells, which play important role in cSCC progression. Furthermore, Rorα can inhibit cell proliferation and migration in cSCC cells, but not the normal keratinocyte.

**Fig. 5:**
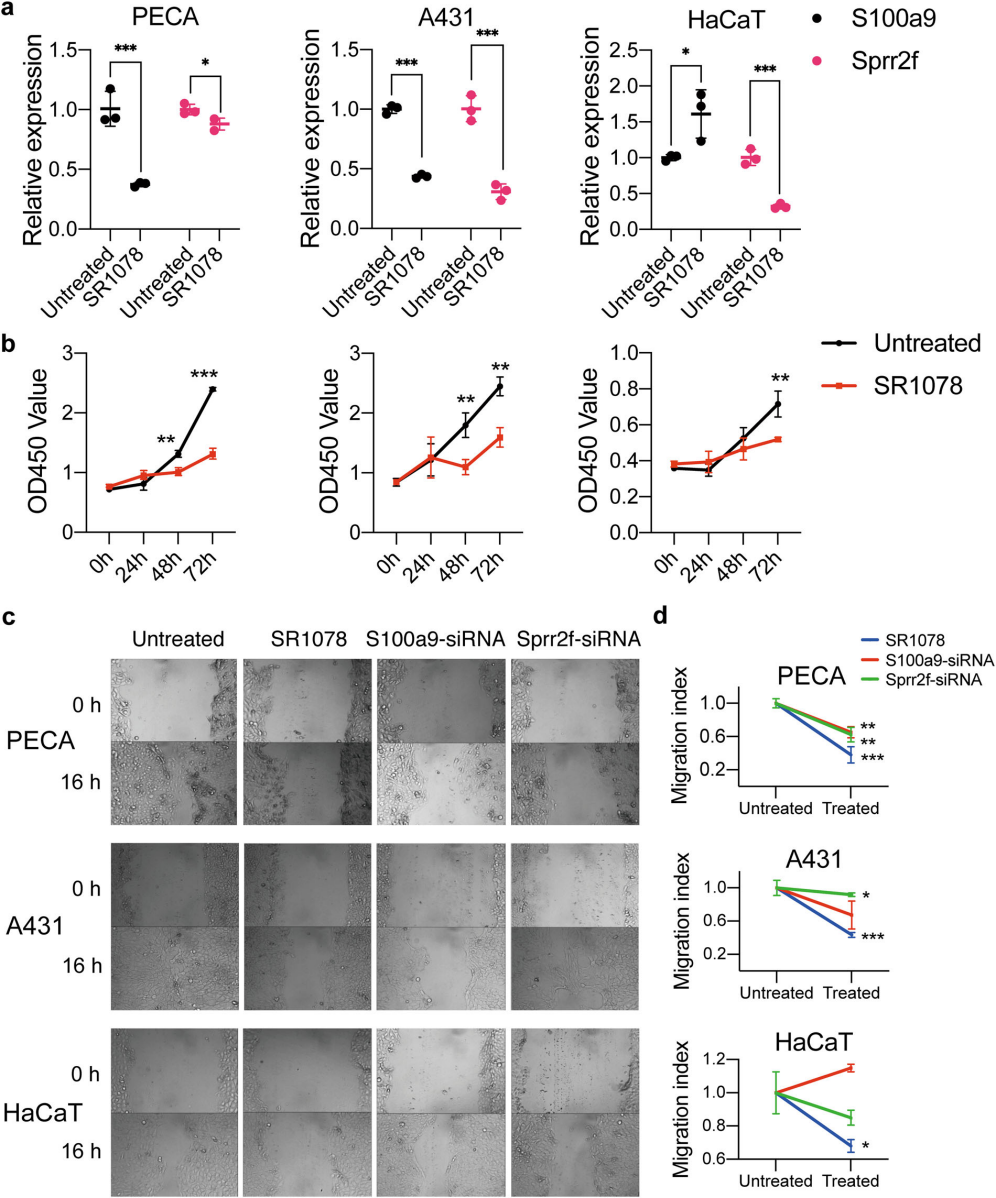
Progression of mouse and human cSCC cell lines were inhibited by Rorα activation in terms of invasiveness and proliferation. **a** Relative expression of S100a9 and Sprr2f expression after treated with Rorα agonist (SR1078) in skin carcinoma cells of PECA, A431 and normal keratinocytes of HaCaT, respectively. **b** CCK-8 assay showed that Rorα could inhibit the proliferation of PECA, A431 and HaCaT. **c**, **d** Rorα has an obvious inhibitory effect on cell migration, similarly, S100a9 and Sprr2f show the same trend in PECA and A431 cells. All asterisk marks denote the labeled samples are compared with the untreated group. *p < 0.05; **p < 0.01, ***p < 0.001.

### Rorα activation inhibits cSCC growth

To investigate whether Rorα could affect the cSCC growth in vivo, we constructed a cSCC model by injecting XL50 cSCC cells subcutaneously into SKH-1 mice. Overexpressing Rorα showed an inhibitory effect on tumorigenesis (Fig. 6a). Tumors in mice treated with Rorα agonist were significantly smaller than those of control mice (mean tumor volume: 86.82 vs. 204.77 mm^3^; *p* < 0.05; Fig. 6b). Then, tumors were weighed at the end of the experiment. Similarly, significantly lighter tumors were observed in the Rorα agonist group than the control group (57.28 vs. 132.96 mg; *p* < 0.05; Fig. 6c). Finally, the isolated tumors were used to evaluate cell proliferation by IHC of Ki67 expression between SR1078 and the control group. The result showed that the proliferation of cSCC cells was attenuated by Rorα activation (Fig. 6d). Overall, Rorα is a critical regulator of tumor growth in cSCC, and the activation of Rorα can inhibit its growth.

**Fig. 6:**
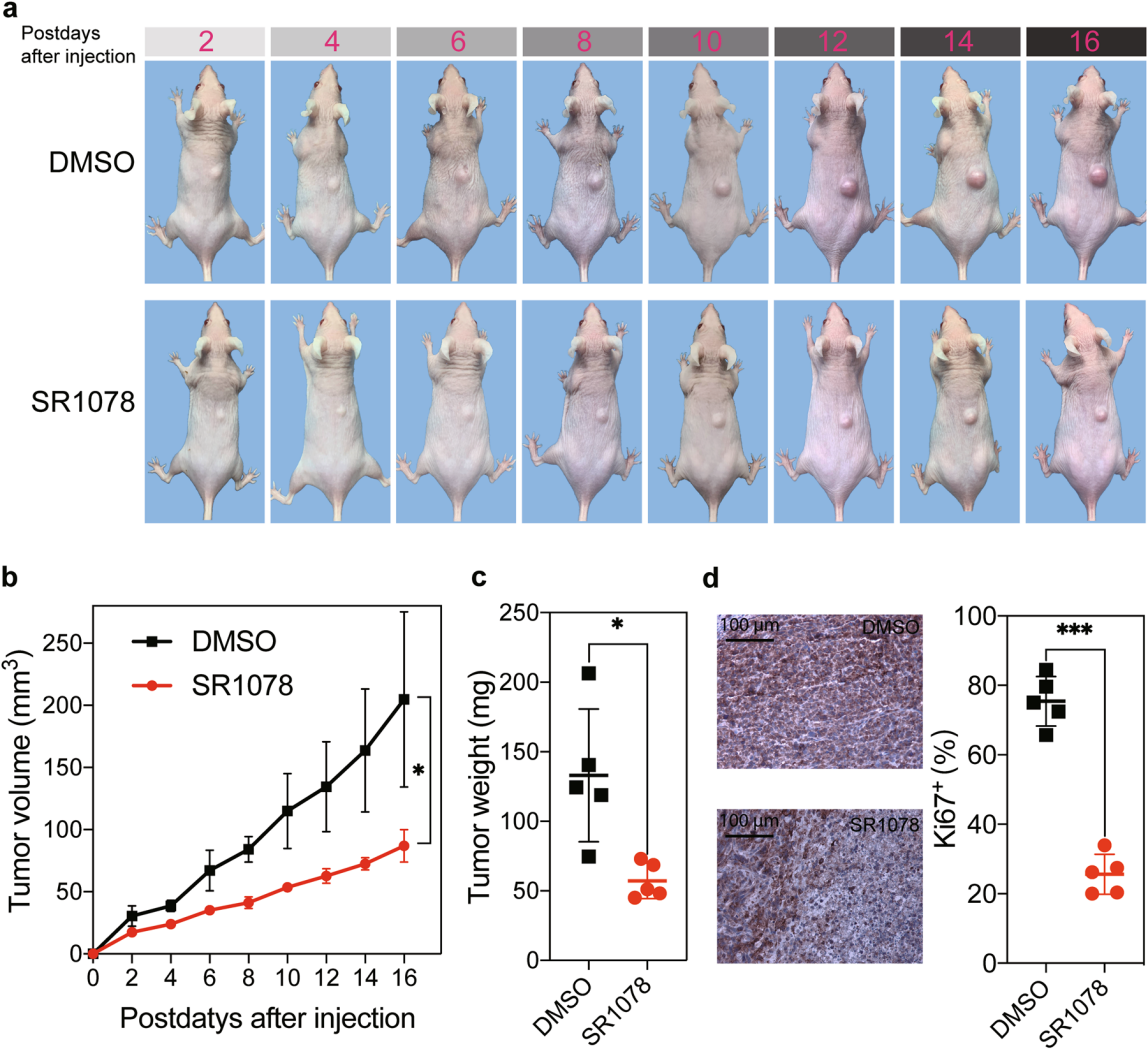
Rorα activation inhibits cSCC growth. **a** Representative tumors growth of SKH-1 mice after injected with cSCC cells between DMSO and SR1078 groups. **b** Tumor growth curve measured by tumor volume for DMSO and SR1078 groups. Tumor volumes were measured every two days and calculated as length × width^2^ × 0.5 (mm^3^). **c** Tumor weight at sixteen days after injection with cSCC cells. Data are presented as the means ± standard deviation. **d** Ki67 expression by IHC for DMSO and SR1078 groups. The proliferation of cSCC cells was attenuated by Rorα activation. *p < 0.05; **p < 0.01, ***p < 0.001.

## Discussion

cSCC is quite common in melanoma skin cancer, and UV exposure including UVA and UVB was considered as a main pathogenic factor. by overwhelming epidemiological, clinical, and biological data, it was thought that UV could cause considerable accumulated DNA damage and has been classified as a category 1a carcinogen by International Agency for the Research on Cancer (IARC)^35^. Study has demonstrated that there were many differences between UVA- and UVB-regulated miRNAs in human primary keratinocytes^36^, which indicates the unique detrimental function of both UVA and UVB. A recent study generated a cSCC mouse model only using UVB irradiation, and the UVB-regulated or the combination of UVA- and UVB-regulated pathways involved in the cSCC progression may be ignored^22^. In the present study, we constructed a UV-induced cSCC mouse model covering the progression from NS to AK to cSCC, which mimicked the solar UV radiation perfectly using the solar-like ratio of UVA and UVB. The pathology of each stage was confirmed histologically.

A large number of DEGs were identified among NS, AK (the preneoplastic intermediate), and cSCC. 

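For single AK samples, the mean r with the other NS and AK samples ranged from 0.917 (AK replicate 12, the smallest AK library) to 0.956 (AK replicate 15).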

Analyzing the complete gene expression data showed that AK held a similar mode with NS, regardless of the AK grades (Fig. 2a). This result was different from the study of Chitsazzadeh et al.^22^ that AK is more similar to cSCC with respect to the unsupervised clustering. This could be explained by the use of only UVB rather than the combination of UVA and UVB. Also, they only used the identified DEGs to generate the heatmap, which would further affect the clustering result. Although AK is similar to NS at a whole-transcriptome level, many identical DEGs were detected in AK and cSCC when compared with NS. 

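Among the 11564 genes tested in both comparisons with NS, 259 were higher in AK and 1305 higher in cSCC, and 52 were higher in both (20.1% of those higher in AK, two-sided Fisher's exact test, p = 3.69e-05). For lower genes, 278 were called in AK and 910 in cSCC, and 103 in both (37.1% of those lower in AK, Fisher's exact test, p = 4.21e-44). In the opposite direction in cSCC were 1 of the genes higher in AK and 17 of those lower in AK. Genes are not independent replicates, and both comparisons use the same 8 NS samples. Shared NS samples can by themselves give overlap in the same direction, so these p-values cannot show a shared change.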

Matrix metalloproteinase (Mmp) related genes including Mmp10 (stromelysin-2) and Mmp13 (collagenase-3) were detected in both AK and cSCC, compared with NS. Moreover, Mmp8 and Mmp9 were also upregulated in cSCC. 

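Mmp10 (chromosome 9, 7502352 to 7510240 on GRCm38) rose from 8.53 ± 12.8 CPM in NS to 68.9 ± 82.7 CPM in AK (SD, n = 8 each) and 333 ± 317 CPM in cSCC (SD, n = 4). The log2 fold change of Mmp10 was 3.01 in AK (standard error 0.84, adjusted p = 0.0426 from edgeR's quasi-likelihood test) and 5.33 in cSCC (standard error 0.89, adjusted p = 0.00228). Mmp13 (chromosome 9, 7272514 to 7283331) had 15.9 ± 19.0 CPM in NS, 170 ± 162 CPM in AK and 672 ± 466 CPM in cSCC (SD, n = 8, 8 and 4). Its adjusted p-values were 0.0247 in AK and 0.00253 in cSCC from the same test. In AK, Mmp10 lost its call in 12 of the 16 fits that each left out 1 sample, and Mmp13 in 2. Both genes also lost it with all 20 samples in 1 fit.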

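Mmp9 (chromosome 2, 164940780 to 164955850 on GRCm38) had 156 ± 142 CPM in cSCC (SD, n = 4) and 23.1 ± 12.3 CPM in NS (SD, n = 8), a log2 fold change of 2.79 (standard error 0.49, adjusted p = 0.00288 from edgeR's quasi-likelihood test). Mmp8 (chromosome 9, 7558456 to 7568485) had 85.3 ± 39.4 CPM in cSCC and 24.3 ± 60.3 CPM in NS, with a median of 2.26 CPM and 1 NS sample at 173 CPM. A log2 fold change of 1.87 for Mmp8 did not pass (standard error 1.21, adjusted p = 0.298 from the same test). This value ranged from 1.52 to 4.76 across the 12 fits that left out 1 sample. Mmp8 was called in 1 of these fits, with limma voom and with the paper's rule.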

In specific, Mmp13 showed the highest fold change among Mmps in both AK and cSCC. It has been reported that Mmp10 and Mmp13 are highly expressed in tumor cells in cSCC^37,38^, and almost universally upregulated across all cancers by TCGA database analysis^39^. 

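Among the 11 Mmp genes tested against NS, Mmp13 had the largest log2 fold change in AK, 3.41 (standard error 0.79), and in cSCC, 5.45 (standard error 0.93). In both comparisons Mmp10 was within 1 standard error of Mmp13, so their order could not be resolved.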

The up-regulation of Mmps will degrade the extracellular matrix, which will promote cSCC cell invasion and implantation. Furthermore, the up-regulation of Mmps in AK implies that it may also promote the progression of AK to cSCC.

Chemokines are essential coordinators for cell migration and interactions, which have a great impact on tumor development. Many chemokines were identified in cSCC and AK. In cSCC, Cxcl2 and Cxcl3 were identified, showing an angiogenic effect^40^. However, Cxcl9 and Cxcl10 were identified in AK, which exhibit an angiostatic effect^40^. These results were determined by the malignant biological behavior in cSCC. 

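Cxcl2 (chromosome 5, 90903871 to 90905938 on GRCm38) had 119 ± 44.7 CPM in cSCC (SD, n = 4), 12.1 ± 20.2 CPM in AK and 3.39 ± 2.35 CPM in NS (SD, n = 8 each). Its log2 fold change in cSCC relative to NS was 5.19 (standard error 0.55, adjusted p = 2.97e-04 from edgeR's quasi-likelihood test). Cxcl3 (chromosome 5, 90786103 to 90789600) had 74.9 ± 54.9 CPM in cSCC, 1.78 ± 2.78 CPM in AK and 2.35 ± 2.61 CPM in NS, with a log2 fold change of 5.05 relative to NS (standard error 0.79, adjusted p = 0.00167). In AK, Cxcl2 did not pass (log2 fold change 1.79, standard error 0.77, adjusted p = 0.16) but passed over the 13 named genes (adjusted p = 0.041), and Cxcl3 was too low to be tested. Passing over genes that the paper named from the same samples is not independent support. The rise of Cxcl2 in AK rested mainly on AK replicate 16, at 61.1 CPM, where the other AK samples had a mean of 5.10 CPM. Its log2 fold change ranged from 0.63 to 2.01 across the 16 fits that left out 1 sample.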

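Cxcl9 (chromosome 5, 92321347 to 92328079 on GRCm38) had 160 ± 99.5 CPM in AK, 31.0 ± 35.8 CPM in NS (SD, n = 8 each) and 53.4 ± 41.7 CPM in cSCC (SD, n = 4). Its log2 fold change in AK was 2.36 (standard error 0.57, adjusted p = 0.0278 from edgeR's quasi-likelihood test). This call was lost in 2 of the 16 fits that left out 1 sample and with all 20 samples in 1 fit. Cxcl10 (chromosome 5, 92346638 to 92348889) overlaps Art3 on the other strand, and since strand use in the counting is not stated its counts are uncertain. It had 67.5 ± 33.3 CPM in AK and 14.0 ± 19.1 CPM in NS, a log2 fold change of 2.26 (standard error 0.64, adjusted p = 0.0445), and the call was lost in 13 of the 16 fits that left out 1 sample. In cSCC relative to NS, the adjusted p-values of Cxcl9 and Cxcl10 were 0.509 and 0.457 in the same test. The direct comparison of cSCC with AK gave log2 fold changes of -1.51 (adjusted p = 0.0767 over all genes and 0.0381 over the 14 named genes) and -1.07 (adjusted p = 0.306 and 0.182). Since the paper named those 14 genes from the same samples, the value over them is not independent support. The value of Cxcl10 ranged from -2.69 to -0.70 across the 12 fits that left out 1 sample, and 1 fit called it lower in cSCC. cSCC replicate 18 was at 93.8 CPM of Cxcl10, and the other cSCC samples had a mean of 10.8 CPM. Cxcl9 was called lower in cSCC than in AK with DESeq2's Wald test, an unadjusted p-value and the paper's rule.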

When a mass of tumor cells struggle to rapidly proliferate, the tumor system requires accelerated neoangiogenesis to obtain more oxygen and nutrient, while no extra oxygen is required by AK. Inflammation is important in cancer. In the present study, inflammation-related chemokines including CCL3 and CCL4 were both increased in cSCC and AK, which helps recruit and CD4^+^, CD8^+^ T cell to kill tumor cells^41^. 

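Ccl3 (chromosome 11, 83647844 to 83649355 on GRCm38) had 5.14 ± 6.37 CPM in NS, 35.8 ± 34.5 CPM in AK (SD, n = 8 each) and 57.4 ± 46.0 CPM in cSCC (SD, n = 4). Its log2 fold change was 2.76 in AK (standard error 0.69, adjusted p = 0.0297 from edgeR's quasi-likelihood test) and 3.53 in cSCC (standard error 0.80, adjusted p = 0.0092). The call in AK was lost in 7 of the 16 fits that left out 1 sample and with all 20 samples in 1 fit, while the call in cSCC relative to NS held in each fit. Ccl4 (chromosome 11, 83662584 to 83664683) had 7.16 ± 6.89 CPM in NS, 22.2 ± 22.2 CPM in AK and 105 ± 95.0 CPM in cSCC. It was higher in cSCC (log2 fold change 3.92, standard error 0.79, adjusted p = 0.00572), while in AK its log2 fold change of 1.60 did not pass over all genes (standard error 0.62, adjusted p = 0.123) and passed over the 13 named genes (adjusted p = 0.0291). As those 13 genes were named by the paper from the same samples, this pass is not independent support.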

A similar result was confirmed by GSVA analysis (Fig. 2b). Pathways of VEGF receptor signaling, hemoglobin biosynthesis, response to hypoxia, cofactor metabolism and mast cell chemotaxis and *etc*. were significantly un-regulated in cSCC.

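The heme biosynthesis list (8 genes) scored 6.21 ± 0.795 in cSCC (SD, n = 4) and 4.92 ± 0.31 in NS (SD, n = 8), a difference of 1.29 (two-sided exact permutation test over 495 splits, p = 0.00202, the smallest they can give, adjusted p = 0.00952 over 66 tests). Against AK the list was 1.22 higher in cSCC (exact permutation test, p = 0.00606, adjusted p = 0.0211). The highest score, 7.20, was that of cSCC replicate 21, which also holds heart muscle genes, followed by 6.49 in replicate 18, while replicates 19 and 20 scored 5.49 and 5.64. Without replicate 21 the difference from NS passed (exact permutation test, adjusted p = 0.025) and that from AK, 0.89, did not (adjusted p = 0.0522 from the same exact test). Haemoglobin genes took 46.8% of the counts of cSCC replicate 18 (95% Wilson interval 46.8% to 46.9%), and the group medians were 5.52% in cSCC, 0.791% in NS and 2.00% in AK.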

Although most studies considered that AK is a kind of precancerous lesion of cSCC, little study confirm the result at a transcriptome level. In the present study, a linear trajectory was re-constructed by transcriptome data. The progression trajectory clearly demonstrated that AK can progress into cSCC. From the genes involved in the pseudo-time trajectory, two TFs called Rorα together with Pou2f3 were sought out by co-expression analysis, which are regulatory factors for many genes including S100 family and Sprr family. Overexpression of Pou2f3 significantly inhibited the proliferation of HaCaT cells at 48 and 72 h after transfection^42^. In addition, Pou2f3 has been suggested as a tumor suppressor gene, which was downregulated in cervical cancer and melanoma^43,44^. Retinoid orphan nuclear receptors (RORs) are subfamily of the orphan nuclear receptors, which have been demonstrated to play vital roles in tumor progression and to be attractive therapeutic targets for many cancers^45,46^. Rorα is one of the members of ROR subfamily and downregulated in many malignancies. In the present study, Rorα was predominantly downregulated in cSCC (Fig. 3d), and the low expression of Rorα was confirmed by both scRNA-seq and solid biological experiments. We found that activation of Rorα inhibited cSCC cell proliferation and migration. In addition, we confirmed the anti-tumor effect of Rorα activation in a cSCC mouse model in vivo. Extensively low expression of Rorα was noted in sixteen kind of cancers^47^. Furthermore, Rorα was proved to be responsible for the normal differentiation of keratinocyte, and showed a low expression in cSCC^48^. A positive correlation was also observed between the low expression of Rorα and melanoma progression and short overall survival rate^49,50^, as well as unfavorable prognosis of breast cancer^51^, which can directly downregulate tumor suppressor gene Semaphorin 3F (Sema3f), causing tumor progression^52^. The extensively low expression of Rorα indicates an essential role in tumor progression.

Recent studies have suggested that the changed expression of S100 family may play a key step during cancer development and frequently observed in human epithelial tumors^53^. Here, we also noted that S100a9 was regulated by Rorα and upregulated in cSCC (Fig. 3c). After being treated with Rorα agonist in human and mouse cSCC cells, S100a9 expression was significantly downregulated, which confirmed the regulation effect of Rorα. The further cell experiment confirmed the effect of proliferation and migration in cSCC cells by S100a9. S100a9 was also found to be upregulated in breast, lung, gastric, colorectal, pancreatic, and prostate cancer^54^, while downregulated in squamous oesophageal carcinomas^55^. Compared with extensive reports of S100a9, litter studies were published about Sprr2f. Sprr2f is a cross-linked envelope protein of keratinocyte, that first appears in the cell cytosol, but ultimately becomes cross-linked to membrane proteins by transglutaminase. Uniport data base showed that it is associated with cornification, epidermis development (https://www.uniprot.org/), the same function was proved by Takatori et al.^56^. A recent in silico analysis showed that Sprr2f was associated with ovarian carcinoma^57^, which indicates that further study showed be conducted to elucidate the specific function of Sprr2f in tumor.

## Conclusion

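Pou2f3 had 59.7 ± 28.6 CPM in NS, 33.0 ± 11.4 CPM in AK (SD, n = 8 each) and 4.69 ± 4.47 CPM in cSCC (SD, n = 4). Its log2 fold change in cSCC was -3.82 relative to NS (standard error 0.81, adjusted p = 0.00703 from edgeR's quasi-likelihood test) and -2.92 relative to AK (standard error 0.76, adjusted p = 0.0144). The highest cSCC sample, at 10.4 CPM, was below every NS and AK sample. In AK relative to NS the log2 fold change was -0.86 (standard error 0.28, adjusted p = 0.07 over all genes and 0.0122 over the 13 named genes). It was called lower in AK in 6 of 12 other settings, namely library size alone, DESeq2's Wald test, limma voom, at least 10 counts in every sample, an unadjusted p-value and the paper's rule, and in 2 of the 16 fits that left out 1 sample. The 13 named genes were named by the paper from the same samples, so passing over them alone is not independent support. Pou2f3 was called lower in cSCC than in NS in each of the 12 fits that left out 1 sample, as was Rora. Its cSCC levels rest on 15, 6, 5 and 0 counts in replicates 18, 19, 20 and 21. The differentiated keratinocyte list was lower in cSCC than in NS by -4.13. For Pou2f3, as for Rora, bulk counts cannot separate fewer expressing cells from less expression per cell.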

In summary, Rorα and Pou2f3 were identified to be significantly downregulated in cSCC by a UVR-induced cSCC mouse mode, which perfectly mimics the sunlight radiation in daily life. Solid bioinformatics analyses including scRNA-seq data and cell experiment together validated the expression of Rorα. Moreover, the cell experiment confirmed the inhibition effect in cell proliferation and migration of Rorα by downregulating S100a9 and Sprr2f. Further anti-tumor effect of Rorα activation was confirmed in a cSCC mouse model in vivo. Our findings demonstrated that Rorα would serve as a potential novel target for cSCC, which will facilitate the treatment of cSCC in the future.

## Supplementary information

Supplementary

## Data Availability

Raw data sets related to this study are available through the Gene Expression Omnibus (GSE158634).

# Supplementary material for: Loss of retinoic acid receptor-related receptor alpha (Rorα) promotes the progression of UV-induced cSCC
**Source:** Cell Death Dis. 2021 Mar 4;12(3):247. doi: 10.1038/s41419-021-03525-x
**Supplement:** Supplementary file 1 — Supplementary

Supplementary Materials

Loss of retinoic acid receptor-related receptor alpha (Rorα) promotes the progression of UV-induced cSCC

Guolong Zhang ^1,†^, Guorong Yan ^1,†^, Zhiliang Fu ^2^, Yuhao wu ^1^, Fei Wu ^3^, Zhe Zheng ^1^, Shan Fang ^1^, Ying Gao ^1^, Xunxia Bao ^2^, Yeqiang Liu ^3,*^, Xiuli Wang ^1,*^ and Sibo Zhu ^2,*^

**^†^** These authors contributed equally to this work.

**
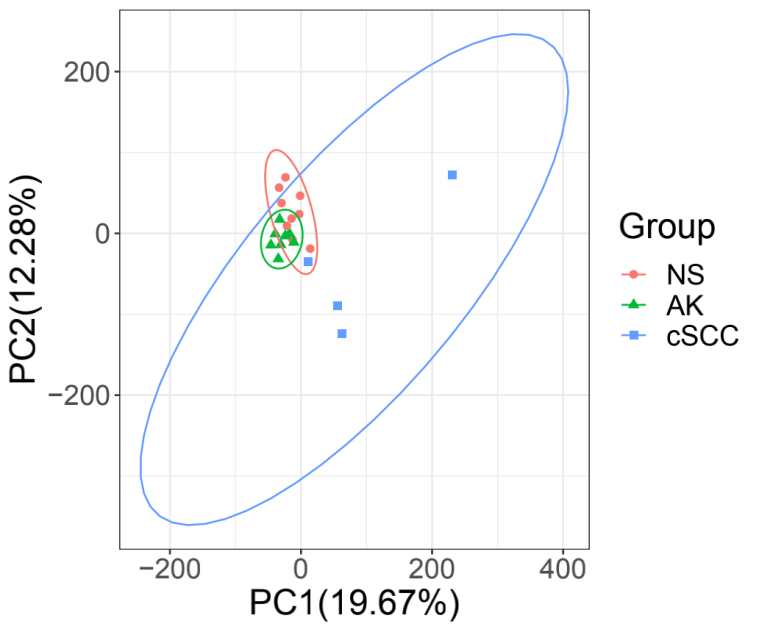
**

**Figure S1.** The PCA diagram among all samples. The PCA diagram shows that the NS and AK group is not distinctively different, while cSCC scattered showing transcriptomic difference over the NS and AK groups.

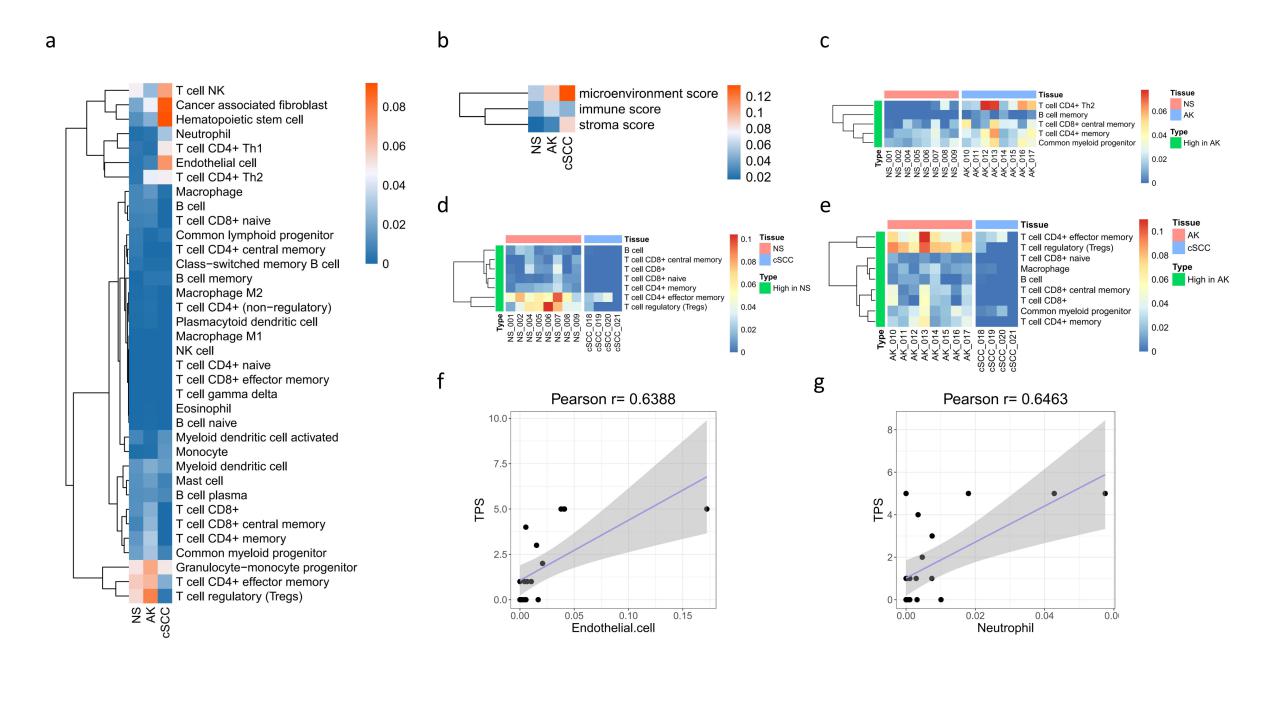

**Figure S2.** RNA deconvolution analyses revealed dynamic change of intratumoral immune and stromal environment. (**a**, **b**, **c**, **d**, **e**) RNA-seq deconvolution to decipher tumor microenvironment. (**f**, **g**) The regression analysis of TPS and microenvironment cell subsets

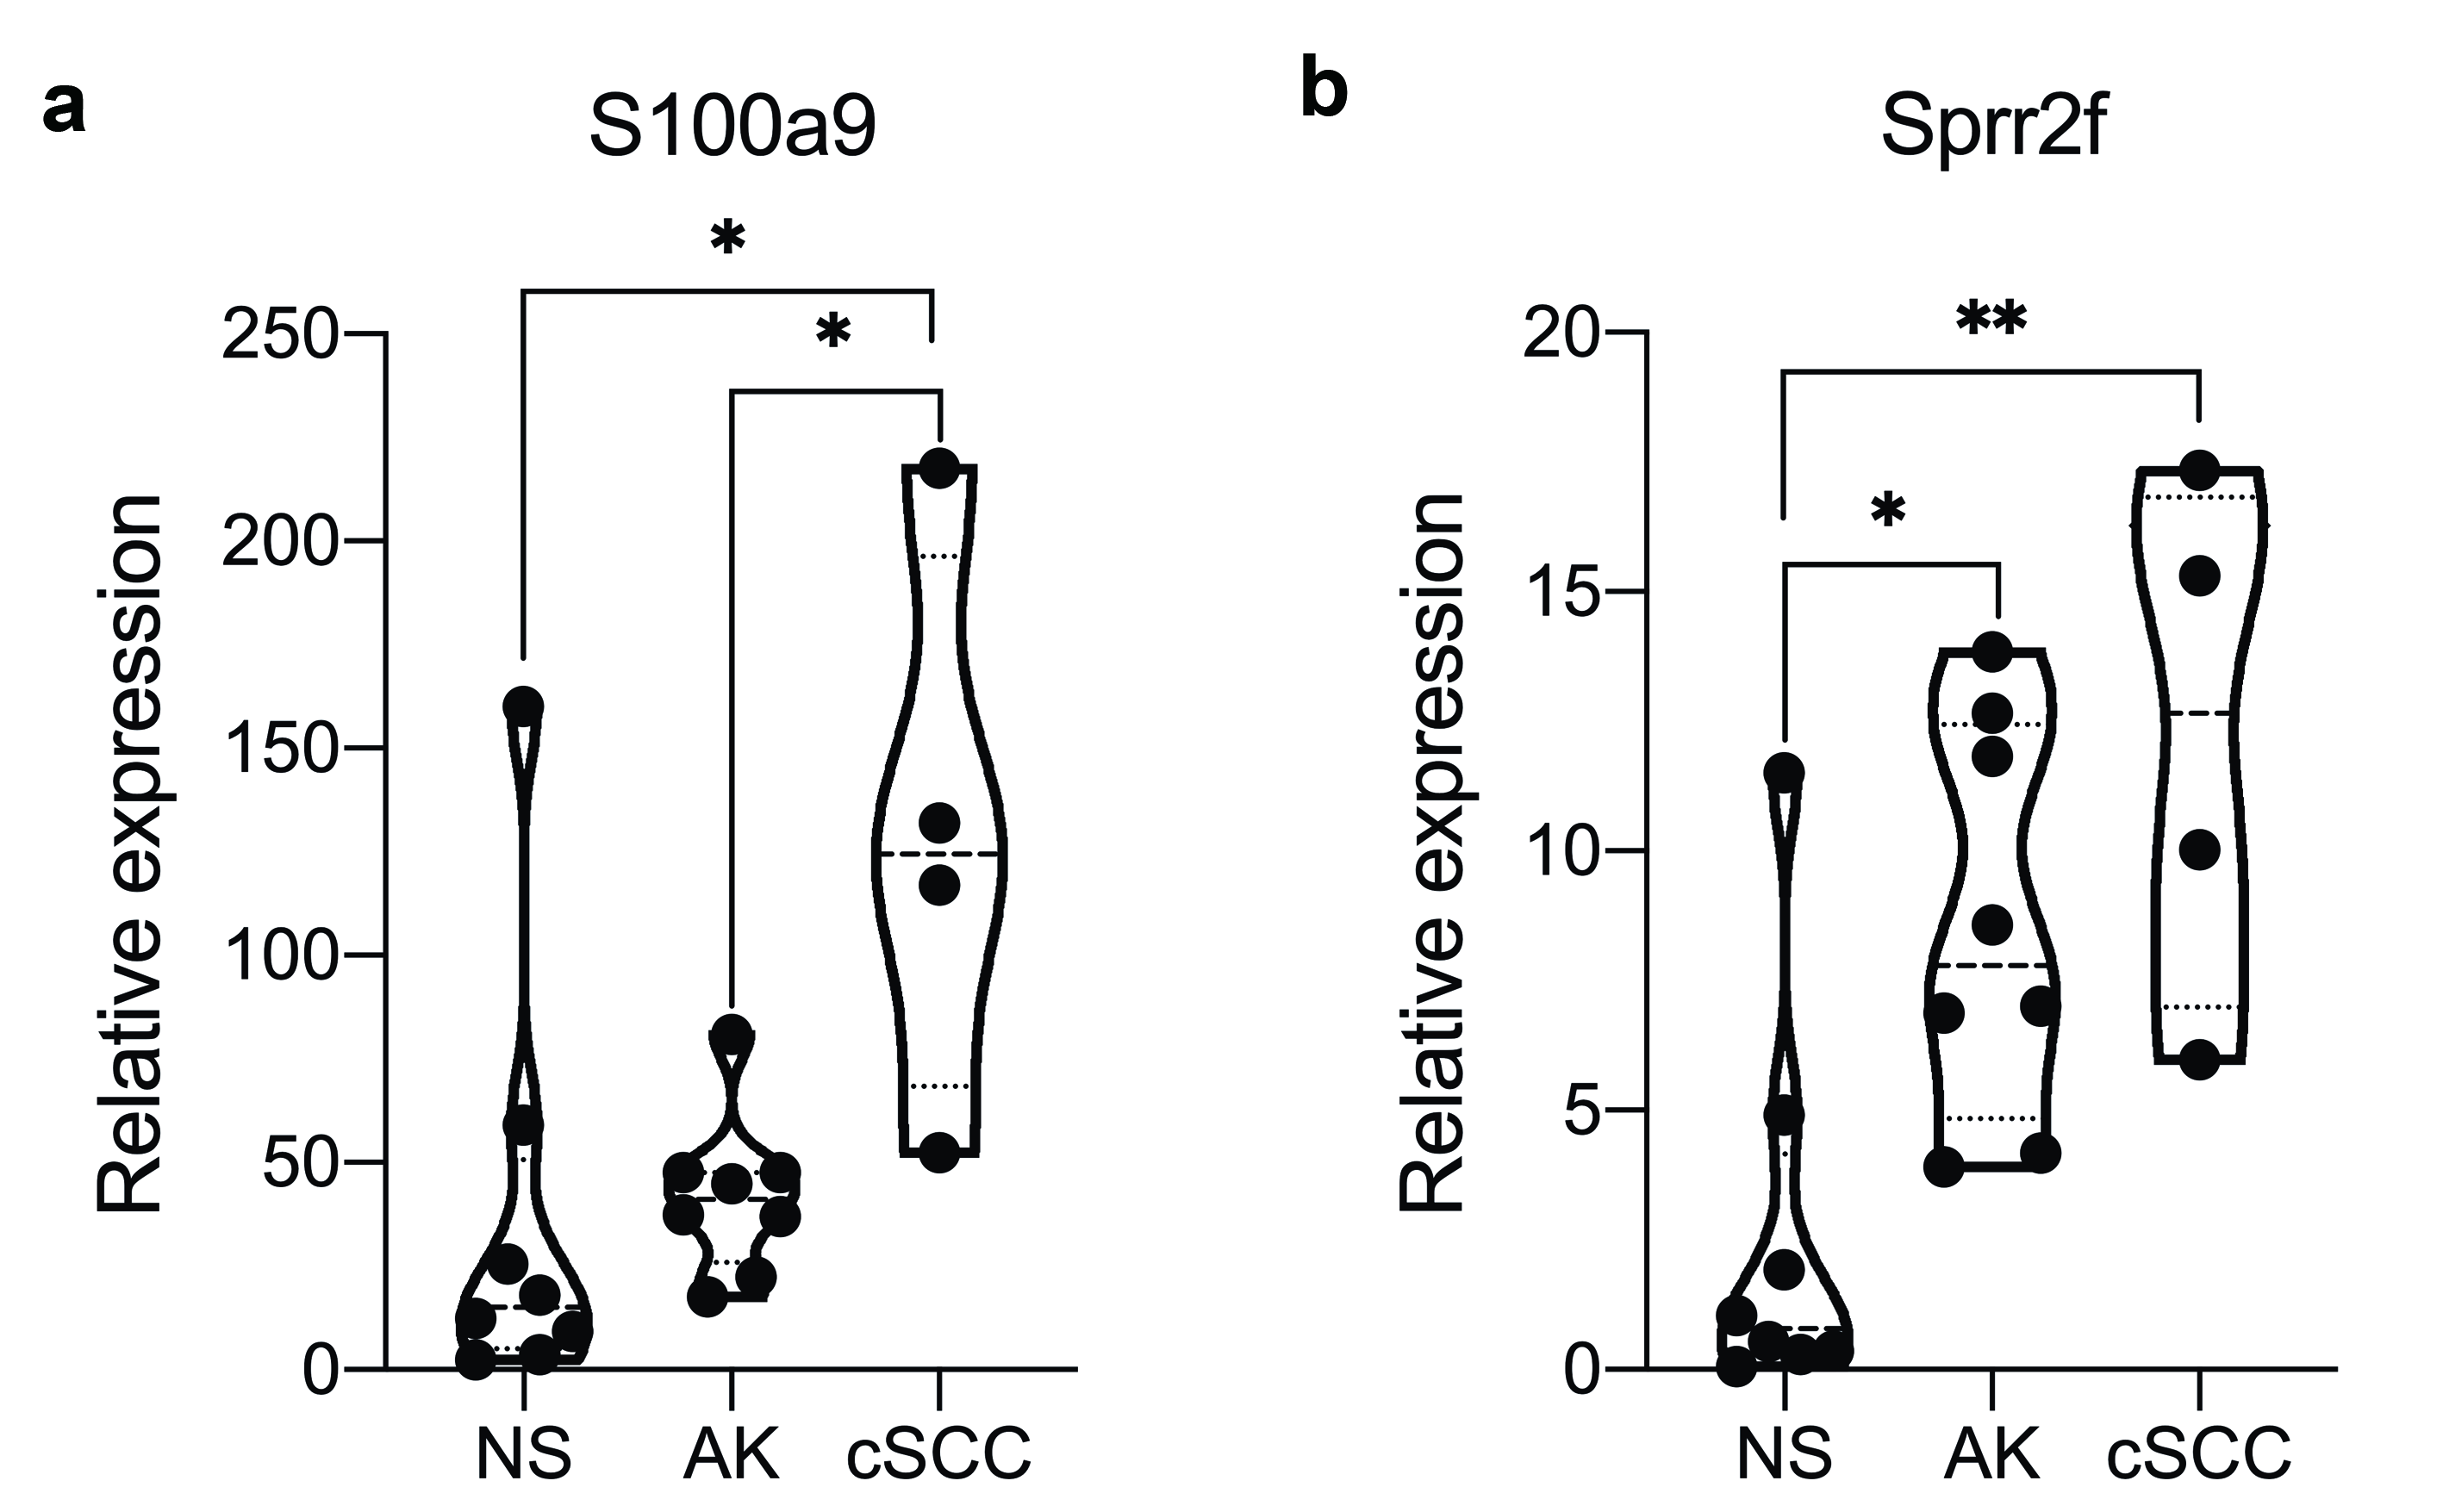

**Figure S3.** Relative expression of S100a9 and Sprr2f. (**a**) S100a9. (**b**) Sprr2f.

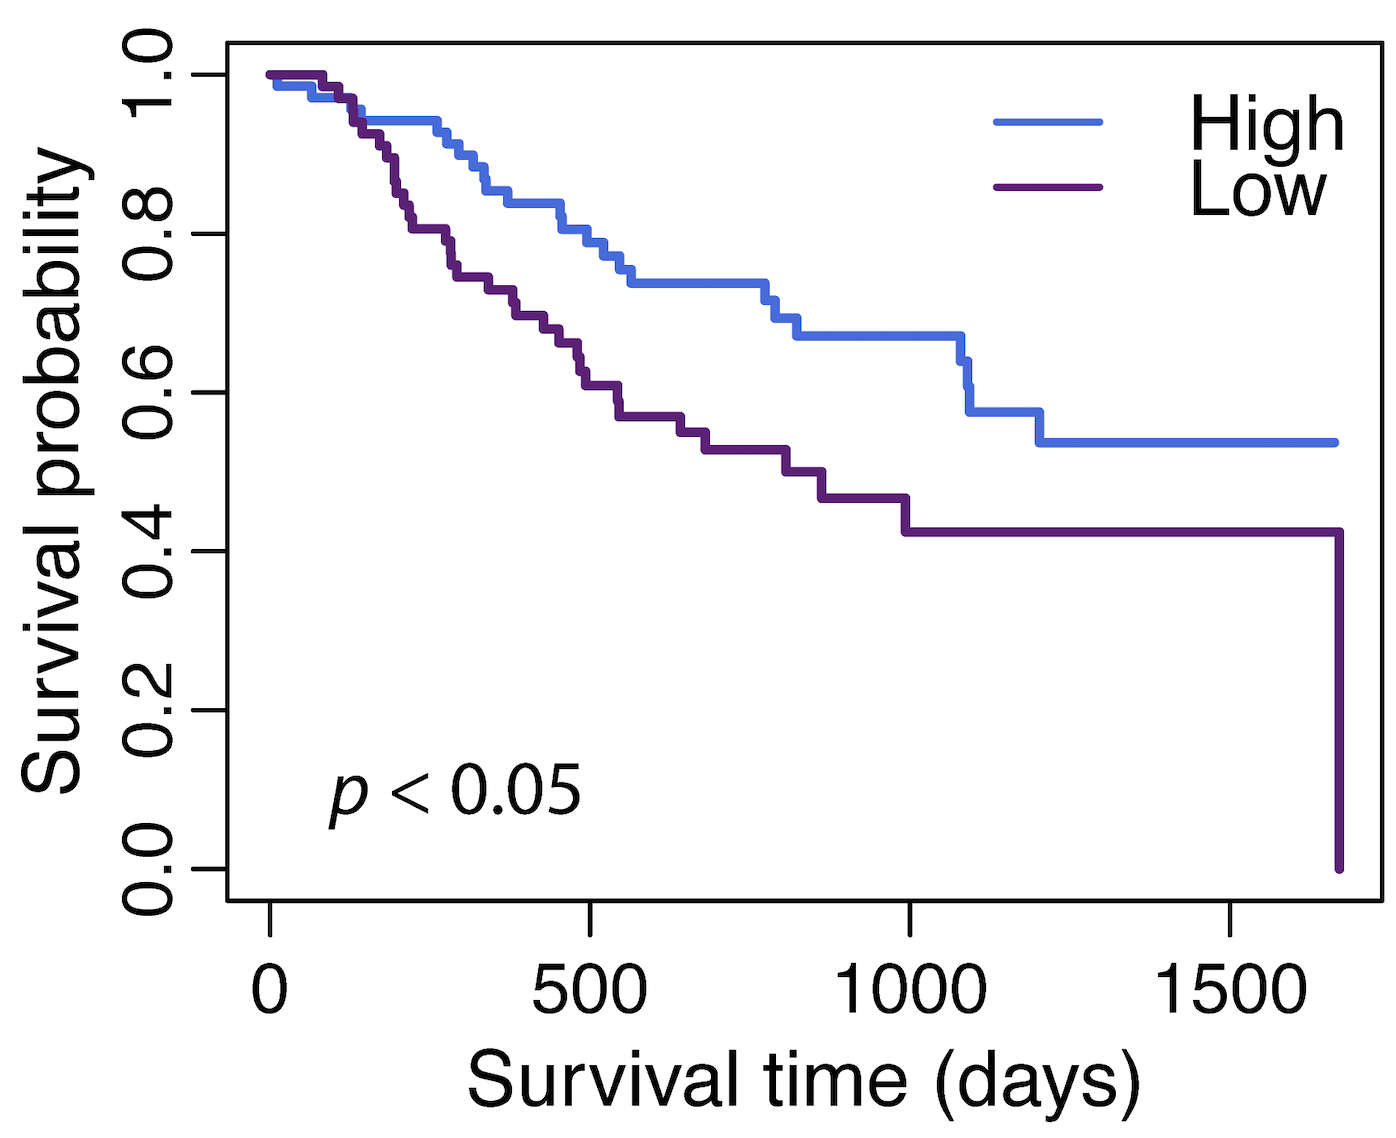

**Figure S4**. Survival time of HNSCC patients can be predicted by Rorα expression. Blue line and purple represent Roar with high and low expression level, respectively

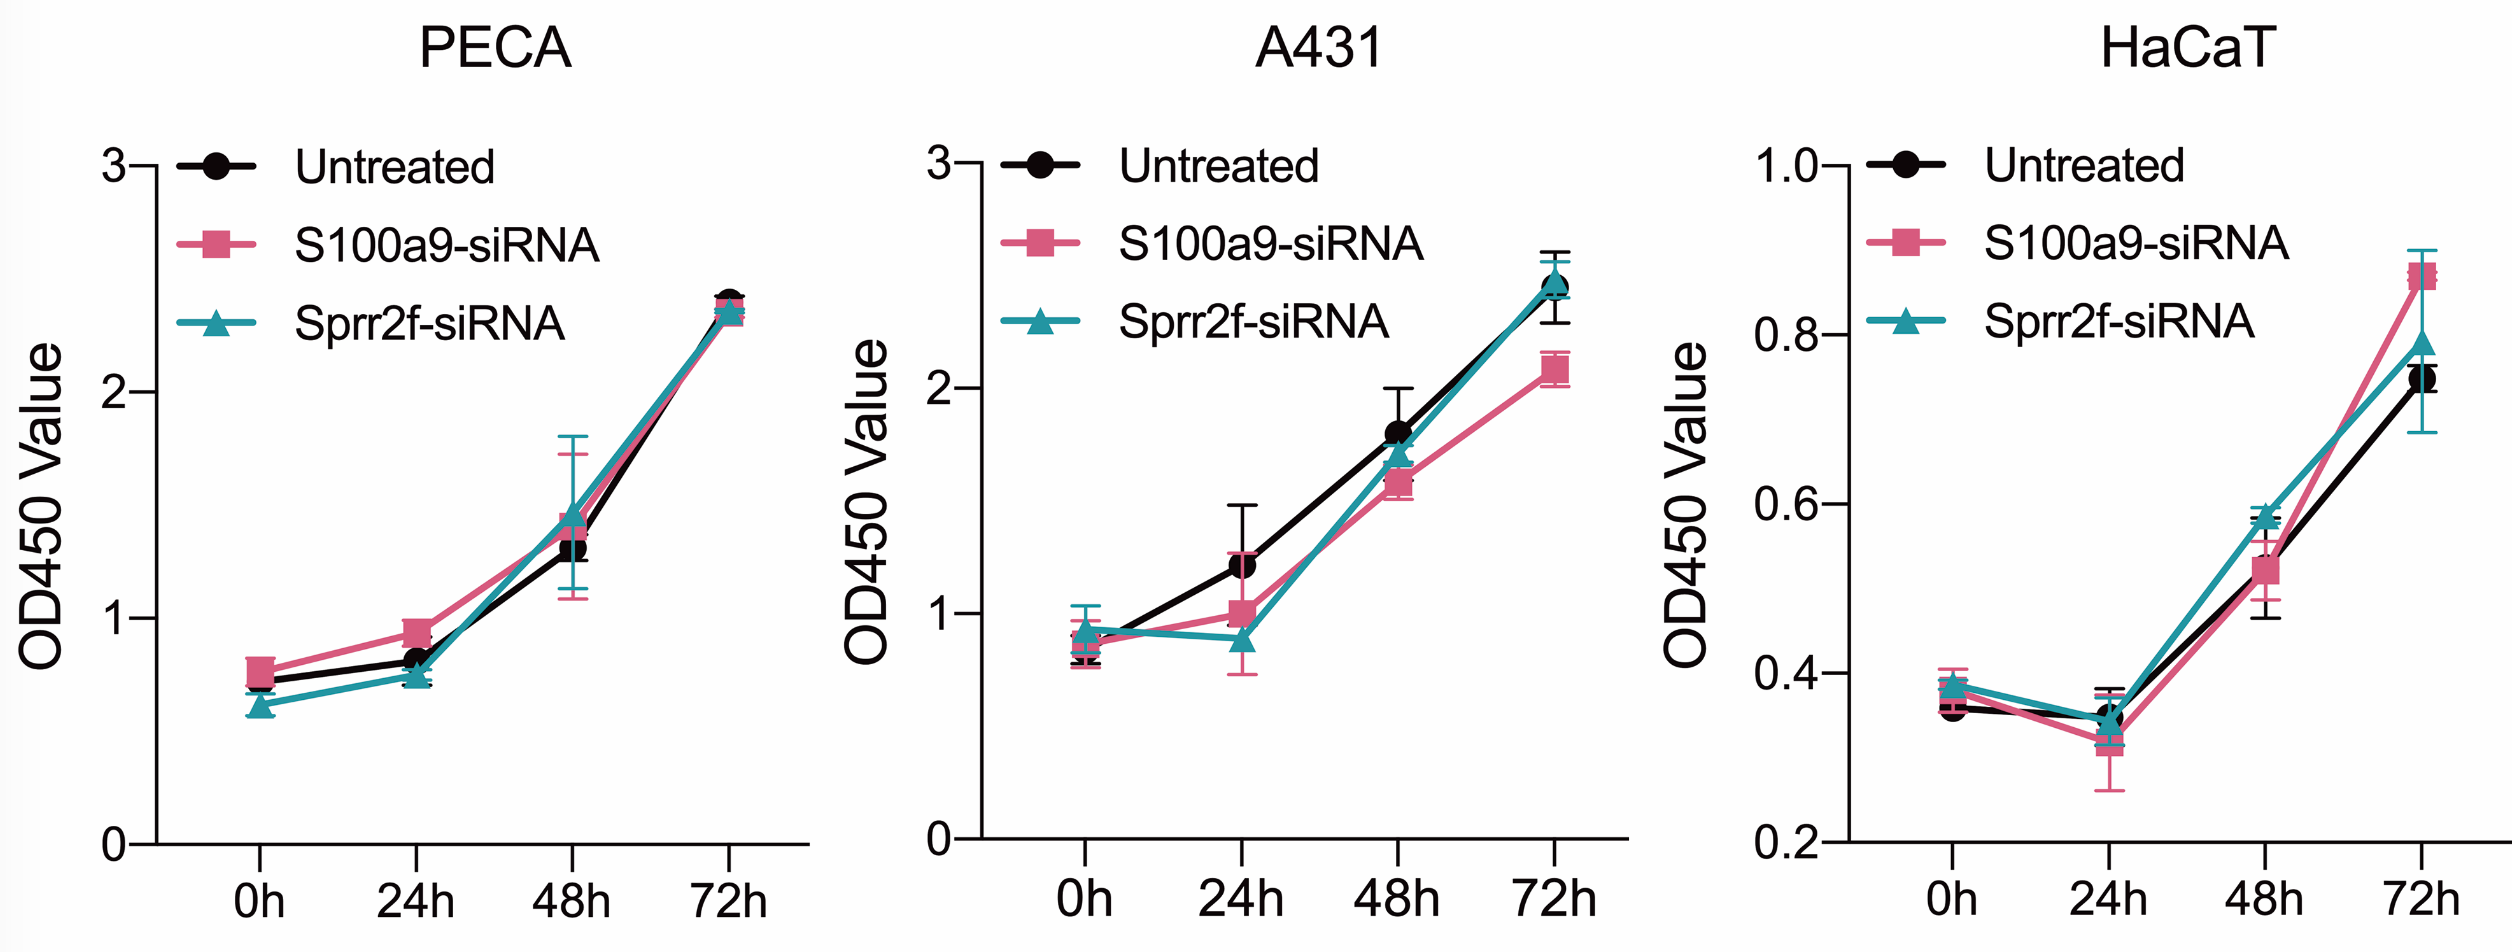

**Figure S5.** CCK8 experiment results in PECA, A431 and HaCaT cell lines. Results showed that siRNA interference with S100a9 and Sprr2f could not promote the proliferation of keratinocytes and skin cancer cells.

**
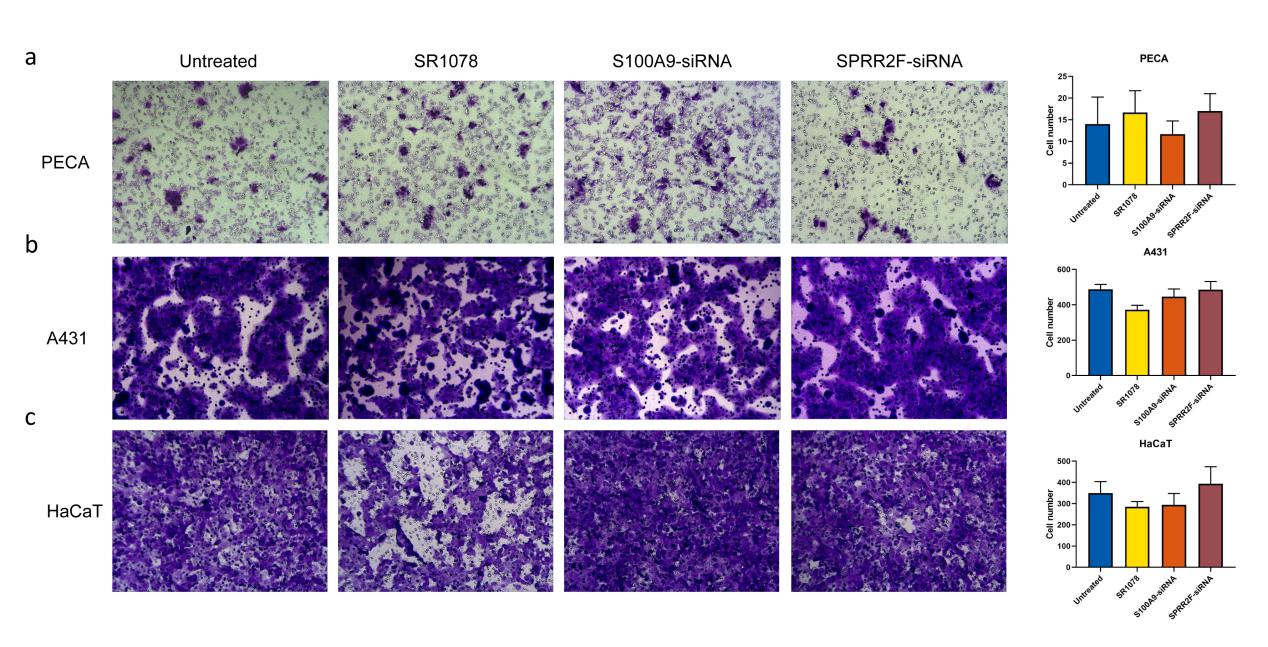
**

**Figure S6.** Transwell experiment results in PECA, A431 and HaCaT cell lines. Results showed that the expression changes of three genes have no effect on the invasion ability.

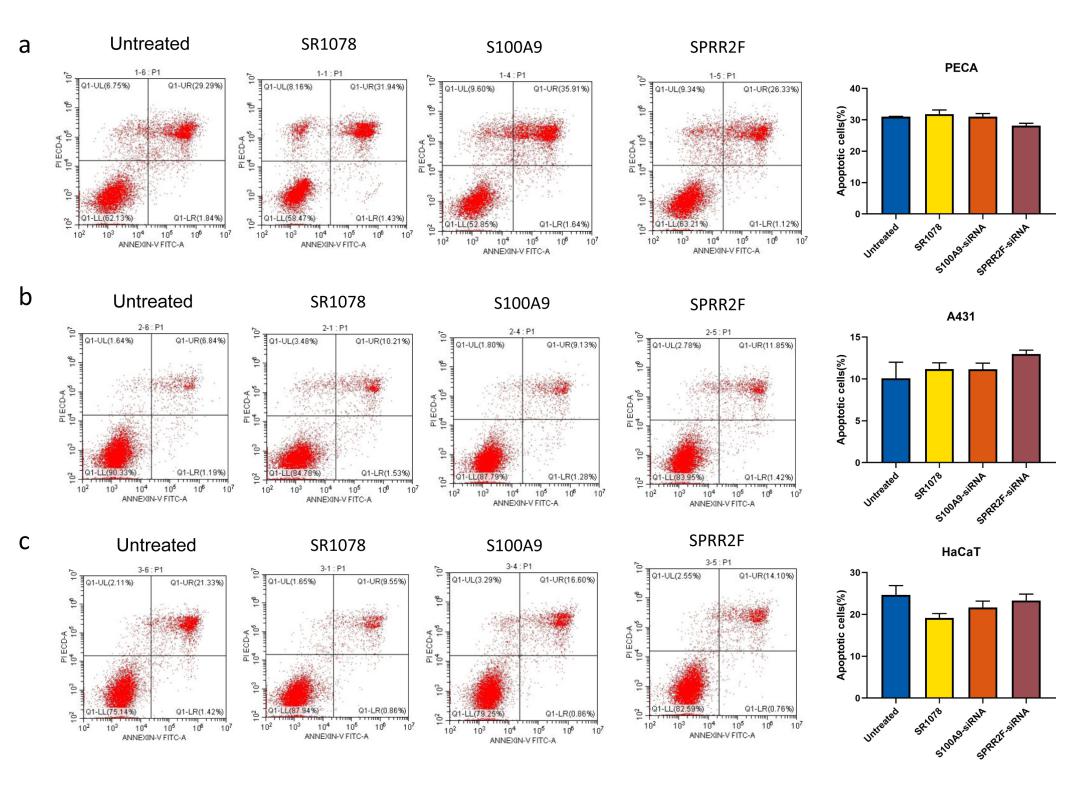

**Figure S7.** The use of flow cytometry technology found that the changes in the expression of three genes did not affect the apoptosis of keratinocytes and skin cancer cells.

How the deposited data were processed for this re-analysis (not part of the article)

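RNA-seq of 20 mouse skin tissues, 8 NS, 8 AK and 4 cSCC, was examined. Each sample's group was taken from its label. The labels do not give the mouse of each tissue, so no sample could be paired with another although the 8 AK came from 4 mice, and NS from irradiated and unirradiated mice were not told apart. The labels and the paper give no sequencing or library batch. No 2 samples of a group were the same library: over 62 pairs the smallest chi-square per degree of freedom of their counts was 12.3.

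The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with HISAT2, quantified genes with StringTie and deposited raw counts per gene symbol, which were not normalized. The strand used in counting and the step from StringTie output to counts are not stated in the paper's text, so genes overlapping on opposite strands (such as Cxcl10 and Art3) and near-identical genes (the Sprr2 genes, Ccl27a and Ccl27b, and the alpha haemoglobin genes) have uncertain counts. Of the 22090 genes, 18160 had a count in at least 1 sample. Totals per sample ranged from 775750 to 14055206 counts, and a level under 3 counts, 3.87 CPM in the smallest library, could not be detected.

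From the counts, CPM were computed with TMM factors over the 20 samples, in edgeR 4.0.16 and R 4.3.3. Comparisons between 2 groups (AK vs. NS, cSCC vs. NS, cSCC vs. AK) used only the samples compared, edgeR's quasi-likelihood test and genes kept by filterByExpr. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5 or below 0.67. The standard error of a log2 fold change is its size divided by the square root of the test's F. Shares of counts in a single sample have 95% Wilson intervals, which cover counting error only. Tested on simulated data with 200 genes drawn to be changed by a log2 fold change of 2 in either direction, of which those kept by the filter count, the test recovered 83.1% of 183 genes for AK vs. NS, 51.6% of 186 for cSCC vs. NS and 63.1% of 187 for cSCC vs. AK, with 1, 7 and 9 false calls. DESeq2's Wald test gave 26, 29 and 31 false calls and the paper's rule 395, 505 and 517, while both recovered more genes. Simulated samples shared the same gene means but for the drawn changes, so none held RNA of another tissue. These false calls therefore do not cover genes carried by a single cSCC sample.

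Sample correlation, ward clustering, principal components and a minimum spanning tree used log2(CPM + 1). For the tree, an exact permutation of the NS and AK labels with cSCC held fixed was added after the tree was seen. For the clustering, the permutation test compared the mean r among the samples not chosen with their mean r to the 4 chosen samples, because a random choice of 4 samples leaves no division of the rest into NS and AK. The difference printed is between the mean NS-AK correlation and the mean correlation of cSCC with both. Gene lists were scored by their mean log2(CPM + 1) and compared by exact permutation. Correlations used Pearson's r and Spearman's rho with 100000 permutations, or all pairings for 8 samples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. Gene coordinates are from GENCODE release M21 on GRCm38.

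Genes named in the text were set by a rule before the data were examined: each gene the paper's text names for the mouse tissues, genes labelled in Fig. 2b and Fig. 3c, the 5 DEGs in each direction with the largest fold change among genes whose groups do not overlap, and DEGs of the families the paper names. The named lung genes, Actc1 as a heart gene and the haemoglobin genes were singled out after their values were seen. Alternatives were DESeq2 1.42.0 (size factors and its Wald test), limma 3.58.1 voom with sample quality weights, library size alone, upper quartile factors, other gene filters, an unadjusted p-value, no fold change limit, the paper's rule (an equal-variance two-sample test per gene, unadjusted), all 20 samples in 1 fit, a pseudocount of 0.1 in place of 1, and leaving out each sample in turn. For the paper's rule, the test used log2(CPM + 1) with TMM of genes kept by filterByExpr, and fold changes were of mean CPM, choices the paper does not state. Leaving out haemoglobin genes was added after the data were examined. Some results set beforehand concern an item that is withheld, and they are not reported here. GSVA with MSigDB, xCell and Monocle were not run, and human tissue, single-cell, cell line and xenograft results of the paper were not analysed here.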

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

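The tests of blood RNA in cSCC replicate 18 and of haemoglobin and the grouping of AK replicate 14 were chosen after their results were seen. The lung and heart lists were written after some lung and heart genes had been seen, but before the genes on these lists were looked at.

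Haemoglobin genes took 46.8% of the counts of cSCC replicate 18 (95% Wilson interval 46.8% to 46.9%). The paper shows hemoglobin biosynthesis as higher in cSCC than in NS in Fig. 2c but does not give this share. This sample lay far from the 3 other cSCC samples, its gap to the nearest being 0.899 of the group's range. AK replicate 14 (14.3% of counts, 95% interval 14.3% to 14.4%, gap 0.811 of the range) and NS replicate 9 (5.45%, 95% interval 5.43% to 5.47%, gap 0.776 of the range) stood apart from their groups in the same way. A candidate explanation is blood in the tissue. The mean score of the 4 other erythrocyte genes of the list set beforehand was also highest in cSCC replicate 18, by 1.80 log2 units over the next sample. RNA from blood cells would raise these genes, though this gap is below the 2 units set beforehand for the lung list in cSCC replicate 20. AK replicate 14 is placed among cSCC samples in Fig. 2a. On CPM without a log it was nearest to cSCC replicate 18 (r = 0.951). With haemoglobin genes left out, their r was 0.843 and AK replicate 14 was nearest to AK replicate 11 (r = 0.964), which is consistent with haemoglobin counts driving that placement. On log2(CPM + 1) it was nearest to AK replicate 15 with or without haemoglobin genes. Whether the blood reflects vessels of the tumor or the dissection was not tested.

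In cSCC replicate 21, 14 heart marker genes had a mean log2(CPM + 1) of 8.44, and all 14 were highest there. The list lay 4.82 log2 units above the highest other sample (NS replicate 1, at 3.62), while of the other organ lists only the intestine list was highest in this sample, by 0.32, which suggests RNA from heart tissue in the library. Actc1, seen before the list was written, was at 15454 CPM in this sample and at most 48.9 CPM in the others. The list includes genes shared with skeletal muscle, but the skeletal muscle list scored 4.97 in this sample, below the cSCC mean of 5.09. Neither a mixed sample, a mislabelled one nor a tissue collected together with the tumor could be told apart, and no biological explanation was tested.

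In cSCC replicate 20, 12 lung marker genes had a mean log2(CPM + 1) of 4.89, with 7 of the 12 highest there. The gap of 1.91 log2 units to the highest other sample fell short of the 2 units set beforehand as what lung RNA would give, so this list alone cannot tell lung RNA from another source. The 8 lung genes seen before the list was written, which drew attention to this sample, were all highest there. Sftpc was at 22389 CPM in this sample and at most 41.6 CPM in the others, Scgb1a1 at 6670 and 12.2 CPM, Sftpa1 at 5672 and 5.05 CPM, and Sftpb, Sftpd, Ager, Scgb3a2 and Nkx2-1 at 53.5 to 504 CPM and at most 1.80 CPM. These genes make lung RNA the candidate explanation, although the list chosen to test it fell short of its limit. No biological explanation was tested. This is the smallest library, with 775750 counts.

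For Pou2f3, AK replicate 16 was the lowest AK sample, with a gap of 0.608 of the range, and for Cxcl2, cSCC replicate 21 was the lowest cSCC sample, with a gap of 0.876 of the range. In all, 5 ends stood apart among 48 groups of values examined, where about 2.4 are expected by chance. No explanation was tested for these genes.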

How the results depend on the processing

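The alternatives were set before the data were examined, except the one without haemoglobin genes. No paired analysis was possible because the labels do not give the mouse of each sample and the groups share no replicate numbers. The correlation with Rora over all 20 samples was not run, since Rora separates cSCC from the rest. Genes with no counts in cSCC have no finite fold change under the paper's rule. They were left out of its single-gene values, but those that passed count among its lower DEGs.

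For AK vs. NS, the count of 542 DEGs rose to 1049 with DESeq2's Wald test, 1043 with limma voom, 1798 with an unadjusted p-value and 1853 with the paper's rule, and fell to 9 with all 20 samples in 1 fit, where 1931 genes had an unadjusted p under 0.05. Of the 542 genes, 540, 499, 542, 540 and 9 were among these calls. It ranged from 164 to 920 genes across the 16 fits that each left out 1 sample. For cSCC vs. NS, 2340 DEGs became 1308 with limma voom, 1526 with at least 10 counts in every sample and 4052 with an unadjusted p-value. For cSCC vs. AK, 2935 became 1270, 1731 and 4504 with the same 3 settings, and ranged from 1787 (without cSCC replicate 21) to 3994 across the 12 fits that each left out 1 sample. The causes were not tested.

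Scaling moved the share of higher calls. With library size alone the higher and lower genes were 176 and 481 for AK vs. NS (26.8% higher, against 48.7%), 625 and 1332 for cSCC vs. NS (31.9%, against 60.4%) and 1021 and 1356 for cSCC vs. AK (43.0%, against 65.8%). The median log2 fold change of all genes was 0.14 with TMM and -0.17 with library size alone for cSCC vs. NS, and 0.17 and -0.09 for cSCC vs. AK, and changes are relative to these shifts. With upper quartile factors AK vs. NS had 190 higher and 391 lower genes (32.7%), and with at least 10 counts in every sample 182 and 335 (35.2%). The paper's rule gave 1538 and 1855 for cSCC vs. NS (45.3%) and 1816 and 1907 for cSCC vs. AK (48.8%). Leaving out haemoglobin genes gave 533, 2245 and 2790 DEGs in the 3 comparisons of groups.

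Family members higher in cSCC than in NS, 13 in all, were 2 with at least 10 counts in every sample (a minimum that 2 of the 13 and 0 of the 5 lower members met) and 22 with the paper's rule, and the 5 lower members were 2 with limma voom and 0 with at least 10 counts in every sample. Relative to AK, the 12 higher members were 22 with an unadjusted p-value, and the 7 lower members were 1 with at least 10 counts in every sample (a minimum that 1 of the 7 met) and 15 with the paper's rule, and 4 to 14 across the fits that each left out 1 sample.

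The difference in mean correlation and the separation of cSCC on PC1 kept their direction and passed in each alternative run. By permutation of all labels, which does not test whether cSCC joins AK rather than NS, the tree had 0 edges between NS and cSCC (p = 0.0347), but 1 with a pseudocount of 0.1 (p = 0.183) and 1 on CPM without a log (p = 0.12), and 0 to 1 edges across the 4 fits that each left out 1 cSCC sample. In 3 of these fits the count was 0, with p = 0.0608 to 0.0717 by permutation, so in these even 0 edges did not pass and they do not show how stable the result is. With library size alone, with filterByExpr genes and without haemoglobin genes it had 0 edges and passed. The number of list comparisons past the threshold, 27, stayed within 1.5 times in each alternative run.

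The list differences that reversed did not pass the threshold before the reversal. With library size alone they were heme biosynthesis AK vs. NS (-0.043), endothelial AK vs. NS (-0.039), mast cell cSCC vs. NS (-0.18), skeletal muscle cSCC vs. AK (-0.18) and basal keratinocyte AK vs. NS (-0.037). With the median of the list they were MHC class II cSCC vs. NS (0.016) and cSCC vs. AK (0.34), heme biosynthesis AK vs. NS (-0.16), natural killer cSCC vs. NS (0.31), B cell AK vs. NS (-0.10), mast cell cSCC vs. AK (0.34), macrophage AK vs. NS (-0.32) and skeletal muscle cSCC vs. AK (-0.46). With each gene scaled first, heme biosynthesis AK vs. NS was -0.14, with a pseudocount of 0.1 mast cell cSCC vs. NS was -0.046, and without haemoglobin genes skeletal muscle cSCC vs. AK was -0.021. Across the 4 fits that each left out 1 cSCC sample, differences that changed sign ranged from -0.31 to 0.31 (skeletal muscle cSCC vs. AK), -0.011 to 0.72 (cancer-associated fibroblast cSCC vs. AK), -0.55 to 0.94 (mast cell cSCC vs. NS), -0.57 to 0.097 (MHC class II cSCC vs. AK), -0.52 to 0.090 (natural killer cSCC vs. NS), -1.01 to 0.48 (mast cell cSCC vs. AK) and -0.73 to 0.048 (basal keratinocyte cSCC vs. NS). The correlation of Rora with S100a9 in AK was 0.017 with library size alone.

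Among single genes, Cxcl10 in cSCC vs. NS ranged from -0.40 to 2.06 across the fits that each left out 1 sample. Over named genes and other settings, 65 of 782 values changed their call (29 weaker, 36 stronger), and over fits that left out 1 sample 84 of 927 did (70 weaker, 13 stronger, 1 reversed). Over lists, 35 of 330 values changed in other settings (19 weaker, 16 reversed) and 30 of 264 in fits that left out 1 sample (15 weaker, 6 stronger, 9 reversed). Rora and Pou2f3 were lower in cSCC than in NS and AK in each setting run. Depth limits low genes most in cSCC replicate 20 and AK replicate 12, whose floors were 3.87 and 3.46 CPM.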

Differences from the paper's values

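For AK vs. NS, 542 DEGs were obtained against the paper's 2022. Of the alternatives set before the data were examined, an unadjusted p-value (1798) and the paper's rule (1853) came within 1.5 times the paper's count, and the others did not. For cSCC vs. AK, 2935 DEGs were obtained against the paper's 1617. Library size alone (2377), limma voom (1270), at least 10 counts in every sample (1731) and several of the fits that left out 1 sample (1787 without cSCC replicate 21) came within 1.5 times, while the paper's rule gave 3723. For cSCC vs. NS, 2340 DEGs did not differ from the paper's 2031 by that measure, and the paper's rule gave 3393. The scale, gene filter and fold change used for the paper's rule are not stated by the paper, and other choices could change its counts.

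The paper calls S100a9 and Sprr2f upregulated in cSCC. Their adjusted p-values for cSCC vs. NS were 0.0719 and 0.0578, and both were called with DESeq2's Wald test, limma voom, an unadjusted p-value, the paper's rule and all 20 samples in 1 fit, and each in 1 of the 12 fits that left out 1 sample. The paper calls Sprr2f upregulated in AK, where the adjusted p-value was 0.128, and it was called with limma voom, an unadjusted p-value, the paper's rule and in 1 fit that left out 1 sample. The paper calls Mmp8 upregulated in cSCC, where its adjusted p-value was 0.298, and limma voom, the paper's rule and 1 fit that left out 1 sample called it. The paper gives Ccl4 as increased in AK, where its adjusted p-value was 0.123, and an unadjusted p-value and the paper's rule called it. The paper describes a continual decrease of Rora from NS through AK, where the log2 fold change of AK vs. NS was -0.12 and no setting called it. The paper's trajectory runs from NS through AK to cSCC, where the spanning tree could not tell whether cSCC joins AK rather than NS. Both its edges into cSCC left from 1 sample, so the exact permutation test could give no p below the 0.5 obtained. The paper gives the Ccl family as upregulated in cSCC, where 2 members were higher and 4 lower than in NS. The paper gives natural killer cells as activated in cSCC and regulatory T cells as highest in AK by xCell, where the marker lists gave the highest natural killer score in AK and regulatory T cell scores that did not differ between AK and NS (0.10). The paper gives cancer-associated fibroblasts as activated in cSCC, where the marker list was 0.52 higher than in NS (adjusted p = 0.299 by exact permutation test) and passed only without cSCC replicate 21 (0.94) among the settings run. The paper gives a mast cell pathway as increased and a B cell pathway as decreased in cSCC relative to AK, and shows MHC II as higher in AK than in NS in Fig. 2c, where the marker lists differed by -0.38, 0.49 and -0.25, none past the threshold.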

Other observations

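The tests of other splits of the samples for AK vs. NS and cSCC vs. NS, and of dilution of keratinocyte RNA, were chosen or read only after the result was seen.

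Of 100 splits of the 16 samples of AK vs. NS, drawn from 6435 and including the real one, 1 (the real one) gave as many as 542 DEGs, and the largest other count was 4. Of 100 splits for cSCC vs. NS, drawn from 495, 1 gave as many as 2340, and the largest other count was 1. For cSCC vs. AK the number was 1 of 100, with 732 in the next.

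Of the 1414 genes higher in cSCC than in NS, 23.6% were under 1.5 times the NS mean without their highest cSCC sample. This lies between the share set beforehand for genes carried by a single sample and the share set for genes that are not, so the count cannot be told apart from that explanation in part. cSCC replicate 21 was the highest sample for 816 of the genes (57.7%) and carried 284 of the 333 that fell under the limit, where 25.1% were highest in cSCC replicate 19, 10.8% in replicate 20 and 6.36% in replicate 18. For cSCC vs. AK the share was larger, with 26.8% of 1931 genes (518) under 1.5 times the AK mean, 395 of them carried by cSCC replicate 21, which was the highest sample for 63.6%. For AK vs. NS, 11.7% of 264 genes fell under the limit.

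The decrease of Rora in cSCC was weighed against 3 technical explanations. If RNA of other tissues diluted keratinocyte RNA, basal keratinocyte genes would fall as far, but their list changed by -0.42 against -2.82 for Rora, and its sign changed when cSCC replicate 21 was left out (0.048). For gene length and GC content, 96.3% of tested genes had a value, and 1.6% of the 500 genes nearest to Rora in both had as low a log2 fold change, with a median of -0.30. With every library drawn down to 775750 counts, 0 cSCC samples had a count of Rora within the NS range (24 to 107 counts in cSCC, 274 to 672 in NS). These tests go against the 3 explanations. A change in the mix of cells was not excluded: the differentiated keratinocyte list was lower in cSCC than in NS by -4.13 and the sebocyte list by -2.47 (exact permutation tests, p = 0.00202 each, adjusted p = 0.00952, with all 4 cSCC samples below all 8 NS samples), so the decrease of Rora may reflect fewer cells that express it rather than less expression per cell, which these bulk counts cannot separate.

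The NS samples were not alike. On PC2, NS replicates 1, 2, 4 and 5 had scores of -70.6 to -44.4 and NS replicates 6 to 9 had scores of -29.7 to 7.73. AK vs. NS had 164 to 274 DEGs when 1 of the first 4 was left out, 455 to 920 when 1 of the others was left out, and 181 to 735 when 1 AK sample was left out. Which NS came from irradiated mice is not known, and no explanation of this division, which was seen only after the values, was tested.

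The fatty acid elongation list was lower in cSCC than in NS by -1.73 and than in AK by -1.47 (exact permutation tests, p = 0.00202 each, adjusted p = 0.00952, with all 4 cSCC samples below every NS and AK sample). The hypoxia list was 0.83 higher in AK than in NS (exact permutation test, p = 4.66e-04, adjusted p = 0.00952, with 8 of 8 AK samples above the NS mean). The skeletal muscle list was lower by -2.06 in cSCC and -2.07 in AK relative to NS (exact permutation tests, p = 0.00606 and 0.0331, adjusted p = 0.0211 and 0.078, the second not past the threshold, with 4 of 4 cSCC and 7 of 8 AK samples below the NS mean).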
